# Genome-Wide Transcriptional Response of Silkworm (*Bombyx mori)* to Infection by the Microsporidian *Nosema bombycis*

**DOI:** 10.1371/journal.pone.0084137

**Published:** 2013-12-30

**Authors:** Zhengang Ma, Chunfeng Li, Guoqing Pan, Zhihong Li, Bing Han, Jinshan Xu, Xiqian Lan, Jie Chen, Donglin Yang, Quanmei Chen, Qi Sang, Xiaocun Ji, Tian Li, Mengxian Long, Zeyang Zhou

## Abstract

Microsporidia have attracted much attention because they infect a variety of species ranging from protists to mammals, including immunocompromised patients with AIDS or cancer. Aside from the study on *Nosema ceranae*, few works have focused on elucidating the mechanism in host response to microsporidia infection. *Nosema bombycis* is a pathogen of silkworm pébrine that causes great economic losses to the silkworm industry. Detailed understanding of the host (*Bombyx mori*) response to infection by *N. bombycis* is helpful for prevention of this disease. A genome-wide survey of the gene expression profile at 2, 4, 6 and 8 days post-infection by *N. bombycis* was performed and results showed that 64, 244, 1,328, 1,887 genes were induced, respectively. Up to 124 genes, which are involved in basal metabolism pathways, were modulated. Notably, *B. mori* genes that play a role in juvenile hormone synthesis and metabolism pathways were induced, suggesting that the host may accumulate JH as a response to infection. Interestingly, *N. bombycis* can inhibit the silkworm serine protease cascade melanization pathway in hemolymph, which may be due to the secretion of serpins in the microsporidia. *N. bombycis* also induced up-regulation of several cellular immune factors, in which CTL11 has been suggested to be involved in both spore recognition and immune signal transduction. Microarray and real-time PCR analysis indicated the activation of silkworm Toll and JAK/STAT pathways. The notable up-regulation of antimicrobial peptides, including gloverins, lebocins and moricins, strongly indicated that antimicrobial peptide defense mechanisms were triggered to resist the invasive microsporidia. An analysis of *N. bombycis-*specific response factors suggested their important roles in anti-microsporidia defense. Overall, this study primarily provides insight into the potential molecular mechanisms for the host-parasite interaction between *B. mori* and *N. bombycis* and may provide a foundation for further work on host-parasite interaction between insects and microsporidia.

## Introduction

As a group of obligate intracellular single-cell spore-forming organisms, microsporidia can infect a variety of hosts ranging from protists to mammals. However, almost half of the reported genera of microsporidia use insects as primary hosts, and microsporidia infection usually has chronic and sublethal effects on hosts [1]. The infection by microsporidia can be disastrous to economic insects such as silkworms and honeybees, primarily due to horizontal and vertical transmission. Thus, leading to enormous loss in relevant industries. In addition, microsporidiosis, which is caused by microsporidia, has been recognized in different groups of people including patients with AIDS and cancer, organ transplant recipients, diabetics, travelers, children, and the elderly [2]. Microsporidiosis is a threat to human health. Microsporidia have a highly specialized invasion organelle, the polar tube [3], [4]. The polar tubes of active spores can extrude and penetrate the plasma membrane of host cells and transfer infectious protoplasm into the cells followed by spore proliferation [1], [5], [6]. Polar tubes mainly consist of three polar tube proteins (PTP1, PTP2 and PTP3) that interact with each other [7]. During infection, the dense and rigid spore wall can prevent microsporidian from host attack [8]. Spore wall proteins have been reported to mediate the ejection of polar tubes by adjusting their permeability and may play an important role in the pathogenic infection process for spore adherence to cell lines [9], [10]. Recently, subtilisin-like serine proteases (SLPs), considered to be potential virulence factors, have been implicated in the polar tube extrusion process [11].

Although many studies of the infection mechanism of microsporidian have been reported, few studies have focused on elucidating the mechanism of the host response to microsporidia infection. Thus, investigation on the interplay of genome-wide expression profile of hosts and parasites is critical for understanding the mechanisms of self-protection, resistance and defense against invasive microsporidia. Microarray technology can be used to monitor gene expression profiles on a whole-genome scale using a single chip to assess the expression of thousands of genes simultaneously. This technique is a powerful tool for identifying genes that participate in the host response to parasite infection [12]. Recently, Rosenblum EB used microarray to reveal that *Silurana tropicalis* had a strong physiological effect (i.e., decreased expression of a large number of cytochrome p450 family proteins and upregulation of the expression level of heat shock proteins and genes associated with cellular integrity) and weak immune response after infection with the chytrid fungus *Batrachochytrium dendrobatidis* [13]. Similarly, the significant up-regulation of glycoprotein metabolism in human ileocecal epithelial cells (HCT-8) after infection with *Cryptosporidium parvum* was examined [14]. In honeybee, the gut response to *Nosema ceranae* infection was investigated using NimbelGen HD2 tiling microarrays and demonstrated that the immune response of the bee responded to *N. ceranae* infection by increasing oxidative stress [15]. The genomic sequences for both silkworm *Bombyx mori* and microsporidia *Nosema bombycis* are readily available, they are a good model system for investigating the interplay between host defense and the microsporidia [16], [17]. In addition, the accomplishment of the 23K Silkworm Genome Array also makes it more convenient to obtain a genome-wide transcriptional profile of the silkworm [18]. Subsequently, a survey using the silkworm genome-wide microarray for host response of silkworm *B. mori* to *Bacillus bombyseptieus* (*Bb*) was reported, and it showed that *Bb* can cause melanization during the early stage of infection and trigger the host immune response [19].

To investigate the silkworm response to infection by *N. bombycis*, we performed microarray analysis of infected and uninfected silkworms at 2, 4, 6 and 8 days post-infection (dpi). Our results revealed that a strong and complex host response is induced by *N. bombycis* infection, and our study provides a comprehensive transcriptional profile of the interaction between microsporidia and its host.

## Materials and Methods

### Silkworm Strain and Preparation of Artificial Diet

The silkworm strain, *Dazao*, used in this study was provided by the Silkworm Gene Resources of Southwest University, Chongqing, China. The artificial diet was purchased from Nichiku Yakuhin Kogyo Corporation (Japan). About 100 grams of artificial diet and 280 ml of ddH_2_O were stirred well in an iron box and then steamed at 98°C for 25 min. The steamed artificial diet stored at 4°C for feeding. The silkworms were reared on an artificial diet at 25°C and maintained at a suitable humidity of approximately 70% together with a photoperiod of 12 h of light and 12 h of dark up to the 2nd molting for infection experiments.

### *N. bombycis* Spore Purification and Morphological Observations

The *N. bombycis* isolate CQ1 was obtained from infected silkworms in Chongqing, China, and was conserved in the China Veterinary Culture Collection Center (CVCC No. 102059). The spores were isolated from the silk glands of severely infected fifth instar silkworm larvae which were challenged at the third instar stage by feeding on mulberry leaves artificially contaminated with *N. bombycis* (approximately 2.0×10^5^ spores per larvae) [20]. The spores were purified with a discontinuous sucrose gradient (10, 25, 50, 75 and 90%, v/v) under aseptic conditions. The pellets of mature spores were rinsed twice with sterilized double distilled water and stored with antibiotics (100 µg/ml streptomycin, 100 U/ml penicillin ) for later use [18], [21]. In order to rule out bacterial contamination, purified spores were added to the normal cultured BmE cells. If no bacterial contamination was found at 48 hours post infection, the purified spores were suitable for the oral infection.

To clearly observe the purified *N. bombycis* spores, scanning electron microscopy was employed. Purified spores were first fixed with 2.5% glutaraldehyde in 0.1 mol/l PBS buffer (pH 7.4). Fixed spores were washed 3 times in PBS buffer at room temperature and then postfixed using 1.0% osmic acid, rinsed with PBS, subjected to a graded ethanol series (30, 60, 70, 80, 90, and 100%) and a graded tert-butyl alcohol series (50, 75, and 100%). Tert-butyl alcohol/acetonitrile (2∶1, v/v), tert-butyl alcohol/acetonitrile (1∶1, v/v) and acetonitrile were used to dry the spores separately. Finally, the spores were examined and photographed with a Hitachi S-3000N scanning electron microscope.

### Oral Infection of Silkworms by *N. bombycis* Spores

For insects, most pathogens invade hosts through food. Naturally, *N. bombycis* spores always enter into the midgut of silkworms with contaminated mulberry leaves, germinate under the alkaline environment and then lead to a destructive chronic disease. To develop a method close to the natural infection process of *N. bombycis*, the oral infection method previously applied was modified [19]. Briefly, approximately 120 third instar molted silkworm larvae were placed in a petri dish without food to maintain hunger before infection. *N. bombycis* spores were washed for three times with distilled water and then suspended at 10^7^ spores per ml. Approximately 600 µl of the spore solution and 6 grams of artificial diet were thoroughly mixed in a plate. The mixture was then cut into fine grains and given to the hungry silkworms. Four duplicates were simultaneously performed. The larvae were raised at 25°C with approximately 70% humidity and for approximately 5 hours before the larvae consumed the spore. To maintain a long period for spore persistence in the midgut, larvae were reared with normal artificial diet after 8 hours. Larvae of one group were collected at different time points after infection to perform microarray assay and quantitative real-time polymerase chain reaction analyses. The other three groups were counted at different time intervals to calculate the survival rate. The controls, uninfected larvae, were fed with the same amount of artificial diet and the same volume of sterile ddH_2_O under identical rearing conditions.

### Sample Preparation and RNA Extraction

Samples of infected larvae (i.e., the treatment set) and uninfected larvae (i.e., the control set) were collected at 2, 4, 6 and 8 dpi. Three larvae were collected as one sample and snap-frozen in liquid nitrogen. Three duplicate samples were obtained at each time point and stored at −80°C for RNA extraction. Total RNA was isolated using TRIzol reagent (Invitrogen, USA) and purified with NucleoSpin® RNA clean-up kit (MACHEREY-NAGEL, Germany). Total RNA templates were quantified by measurement of the 260/280 and 260/230 nm absorbance ratios with an ND-1000 spectrophotometer (NanoDrop Technologies, Rockland, DE, USA) and 1.0% formaldehyde-denatured agarose gel electrophoresis. The available samples were confirmed as having good integrity, and absorbance ratios of A_260/280_ were between 1.8 and 2.1. The samples were stored at −80°C for further analysis. The midgut samples of each set were also randomly dissected from three larvae for microscopy and RT-PCR analysis to verify the infection at each time points.

### RNA Labeling and Hybridization

RNA labeling and microarray hybridization was conducted by the CapitalBio Corp. (Beijing, China), and gene expression analysis was based on the Affymetrix Silkworm GeneChip kit in accordance with Affymetrix GeneChip expression operation procedures, which are found on the website of CapitalBio (http://www.capitalbio.com). After hybridization to the 23 K silkworm genome oligonucleotide chip (CapitalBio), containing 22,987 oligonucleotide 70-mer probes, the slides were rinsed with washing solution (0.2% SDS, 2×SSC) at 42°C for 5 min and washed with washing solution (2×SSC) at room temperature for 5 min [19]. The signals were scanned with a LuxScan 10 KA scanner (CapitalBio corp). Three biological replicates were conducted for each time point.

### Microarray Data Analysis

The images obtained by a LuxScan 10KA scanner were analyzed with LuxScan 3.0 image analysis software (CapitalBio). The global mean of each chip was first adjusted according to the global mean of the overall cy5 and cy3 signals across replicates, and then the signal intensity of each chip was normalized using the Lowess method [22]. The standard for gene expression was set at a signal intensity of more than 400. Significant analysis of microarray (SAM) was employed to select differentially expressed genes with an FDR <5% [23]. Only when a relative gene expression fold level was ≥2 and the P was <0.05 were genes considered to be up- or down-regulated in compared with control larvae.

The microarray data obtained in this study has been deposited to Gene Expression Omnibus (Accession number: GSE51247). The induced gene ontology analysis was performed using the Blast2go software and the online molecule annotation system from CapitalBio Corp. (MAS, 3.0, http://www.capitalbio.com). Online pathway relationship database KEGG (http://www.genome.jp/kegg/) was used to predict typical enzyme-catalysis reactions. Cluster analysis of induced genes was performed with the Gene Cluster 3.0 software by average linkage of hierarchical cluster analysis.

The silkworm gene sequences can be retrieved from the Silkworm Genome Database (SilkDB, http://silkworm.swu.edu.cn/silkdb/). The sequence of *Nbserpins* can be downloaded from Silkworm Pathogen Database (SilkPathDB, http://silkpathdb.swu.edu.cn/silkpathdb/). The microarray data and probe sequences were obtained from the *Bombyx mori* Microarray Database (BmMDB, http://www.silkdb.org/microarray/). Genes were considered to be expressed only when the value of the expression data was more than 400. Genes showing expression in a single tissue or more than 10 times than that of other tissues were considered tissue specific genes [19].

### Real-time Quantitative PCR

Total RNA samples from uninfected and *N. bombycis*-infected silkworm larvae at 2, 4, 6 and 8 dpi were the same as the total RNA used in microarray analysis. Quantitative real-time PCR amplification was performed in a 25 µL reaction volume using a SYBR Premix Ex Taq™ kit (TaKaRa) and 0.2 µM gene specific primers according to the manufacturer’s instructions. The results were captured with the ABI step one software (Applied Biosystems). Amplification was performed for three biological replicates at each time point, and sw22934 (transcription initiation factor 2 gene) was used as an internal standard [24]. The specific primers of genes randomly selected from all of the altered genes are listed in Table S1, and cDNA samples from the four time points for the induced and uninfected larvae were used for each pair of primers.

### Plasma Absorbance Detection

The third molted silkworm larvae were oral-infected by *N. bombycis*. Hemolymph samples were collected from infected silkworm larvae at 10 dpi and hemocytes were removed by centrifugation at 1,000 *g* for 5 min under 4°C. The plasma samples of the controls, uninfected larvae, were also obtained. The absorbance at 492 nm of the plasma was measured to quantify the levels of melanization at different time points and phenylthiourea-treated plasma was used as a negative control of the test. Three independent tests were performed.

## Results and Discussion

### Purified *N. bombycis* Spores Efficiently Cause Severe Pébrine in Silkworms

*N. bombycis* spores were first isolated and purified from infected silkworms (Fig. S1A). We determined the pathogenic ability of the purified spores using survival rate statistics for third-instar molted silkworm larvae after oral infection with CQ1 spores. After being fed with a discontinuous density gradient including 5×10^4^, 1×10^5^, 3×10^5^ spores per larva, pébrine occurred in all infected silkworms. The results showed a significant decrease in survival rate from 4 to 8 dpi. Furthermore, *N. bombycis* had a more than 50% mortality at 8, 9, 10 dpi upon infection (Fig. 1A). The remaining larvae died within 12 dpi under conventional rearing conditions. Obvious changes in the developmental physiology of the infected larvae observed were the following: 1) the body size of infected silkworms was drastically shorter than that of control larvae from 4 dpi (Fig. 1A); 2) the silkworm was noticeably smaller than the control set (Fig. S2). When examining the *N. bombycis* spore number under a microscope, *N. bombycis* could be observed in nearly all tissues of infected larvae, further confirming that the obtained *N. bombycis* spores had a strong pathogenic affect on its host (Fig. S3). Similar to spore infection under natural conditions, oral infection also results in typical disease symptoms such as slower development, prickly ash spots, molting difficultly, and dehydration (Fig. S1B). Based on the above observations, we concluded the strong, infectious and pathogenic ability of isolated spores is suitable for the further study.

**Figure 1:**
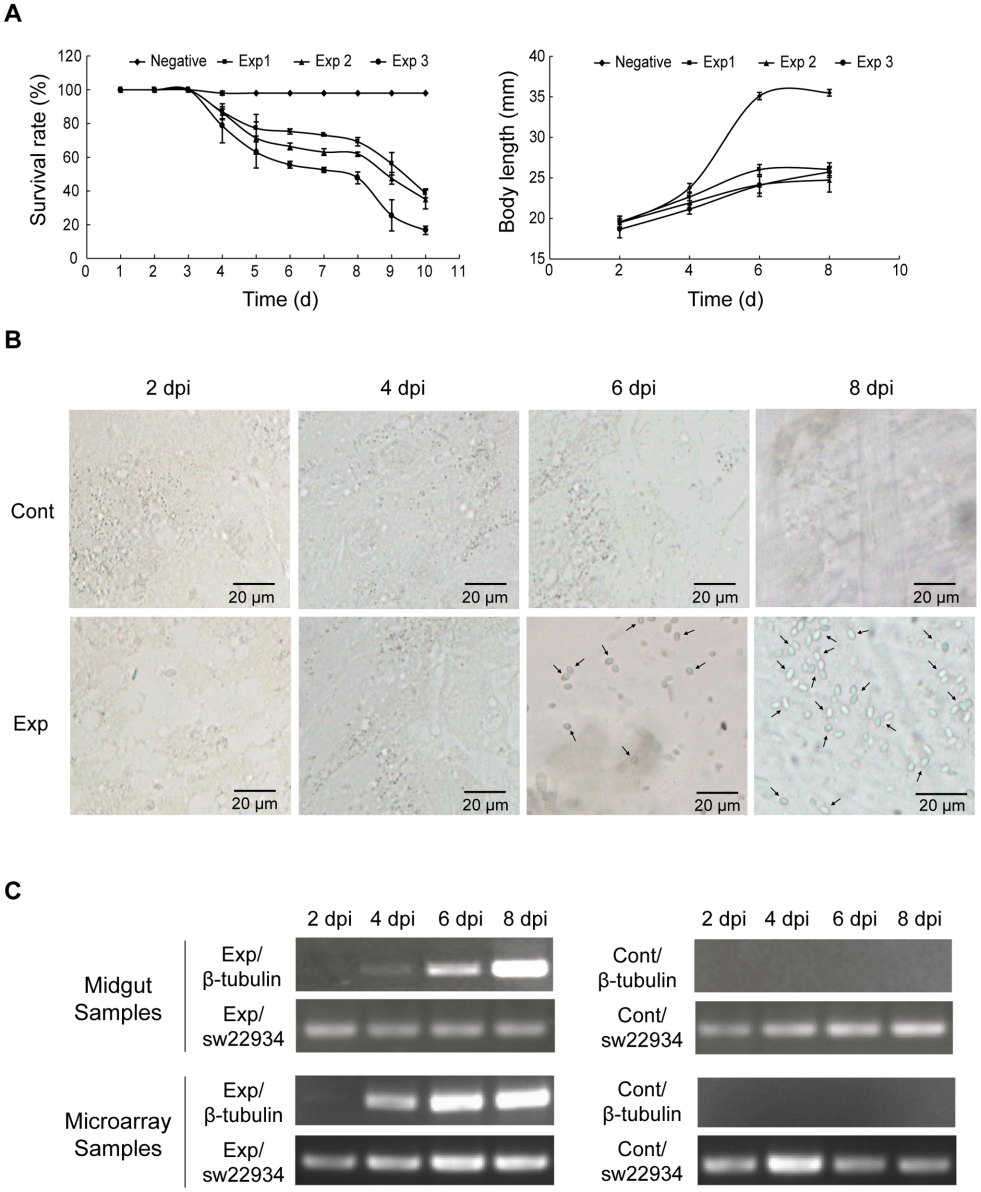
Observation and verification of *N. bombycis* oral-infected silkworms. (A) Survival curves and body length profiles of *N. bombycis* oral-infected silkworms. Negative: Uninfected silkworms reared under 25°C at 70% humidity. Exp 1,Exp2 and Exp3: silkworms fed with 5×10^4^, 1×10^5^ and 3×10^5^ spores per larvae, respectively. (B) Observation of spores in the midgut at different stages using optical microscopy. Cont: The midgut of an uninfected silkworm. Exp: Midgut from an infected silkworm. dpi: days post-infection. (C) Validation of infection by RT-PCR analysis. Midgut samples were randomly selected from the dissected larvae of *N.bombycis* infected set or the control set. The total RNAs for the analysis of microarray were also used to generate the sscDNA for RT-PCR to verify the infection. Exp: Infected larvae. Cont: Silkworm without infection. β-tubulin: A constitutively expressed protein coding gene (*β-tubulin*) of *N. bombycis*, Genbank ID: DQ663475.1. sw22934: A conserved silkworm housekeeping gene (*BmTIF*2), Genbank ID: NM_001043911.

### *N. bombycis* Induced a Strong and Complicated Host Response in Silkworms

After silkworm larvae were fed 5×10^4^ spores per larva, samples from infected larvae (i.e., the treatment set) and uninfected larvae (i.e., the control set) were collected at 2, 4, 6, and 8 dpi. Spore proliferation was detected by microscopic observation of the mid-gut (Fig. 1B). Meanwhile, RT-PCR was performed to determine the level of *N. bombycis*-specific constitutively expressed *β-tubulin* gene in the infected mid-gut (Fig. 1C) and result showed that *β-tubulin* expression was detected during the infection process. The above results indicated that all randomly selected larvae were infected, suggesting a widespread infection by *N. bombycis*. The infected silkworm exhibited a high mortality of up to 60% and had a distinct difference in body size compared with larvae in the control set.

Total RNA was extracted from the collected samples, and RT-PCR was performed to amplify *N. bombycis* specific gene (β-tubulin) to reconfirm the infection. It showed that *β-tubulin* was detected with a low expression level at 2 dpi (Fig. 1C), which could be attributed to the small amount of microsporidia exsiting in the infected larvae. Starting from 4 dpi, β-tubulin was significantly seen in the total RNA samples. The results suggested that the infection experiment was successful and the RNA samples were suitable for the further study. 

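Infected and control larvae were compared on 12 arrays, 3 at each of 2, 4, 6 and 8 dpi. Larvae of the third instar had been fed artificial diet mixed with spores, 50000 per larva, and each sample was RNA of 3 larvae. RNA of infected larvae was labelled with Cy5 and RNA of control larvae of the same time point with Cy3. An array holds 24288 spots. Of these, 23366 carry 23126 probes (22987 with sw numbers and 139 named after gene models) and 922 are control or empty spots. The deposited annotation gave a description for 16027 probes and a gene symbol for 1526, of which 1143 were found in the RefSeq gene table of the silkworm. The authors scanned the arrays with LuxScan, subtracted the background of each spot, adjusted the global means and normalized the ratios by Lowess. The intensities of both channels, as the authors deposited them, were the starting point here. At 2 and 6 dpi these were background-subtracted and not yet normalized. At 4 and 8 dpi they were already normalized by the authors (at least 99.43% of probes had the ratio of the authors' own column), so loess was applied there a 2nd time and the time points did not start from one kind of data. Log2 ratios of Cy5 over Cy3 were normalized by loess within each array, with net signals under 1 left out, and spots of one probe were averaged. limma fitted all 12 arrays together (8 residual degrees of freedom), and p-values were adjusted by the Benjamini-Hochberg method. A probe was tested at a time point when its mean net signal was over 400 in at least one channel, and it was called higher or lower at an adjusted p under 0.05 and a fold of at least 2. Net signals over 400 were read for 7215 to 7655 probes per array at 2 dpi, 6570 to 6594 at 4 dpi, 6988 to 7869 at 6 dpi and 7012 to 7233 at 8 dpi. Values with ± are log2 ratios of infected over control with their standard error from this fit (n = 3 arrays), unless an SD is named. A probe with one channel at or below 400 on all 3 arrays has only a bound, written as at least N-fold from the normalized channel levels and open to dye bias. No array had its dyes swapped, so a dye bias that a probe shows on every array stays in its ratio. The control RNA carries one name on the 3 arrays of a time point, so a single control RNA per time point is possible, and the ratio then leaves out the control's own spread. The p-values measure only the spread between these arrays, whose number limits the precision. Under median centring in place of loess, the median log2 ratio of the tested probes went from -0.02 to 0.42 at 2 dpi and from -0.07 to 0.39 at 6 dpi. At 4 and 8 dpi, where the intensities were normalized before, this setting could move little. All ratios are relative to the loess curve of their array.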

Then, RNA labeling and hybridization were processed by CapitalBio corp., and the 23 K silkworm genome oligonucleotide chip (CapitalBio) was employed. 

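Sp2, a storage protein of the fat body (sw03545), and 1 unannotated probe were lower in infected larvae at all 4 time points. At 4 dpi the infected channel of Sp2 was dim, and it was at least 1.14-fold lower. At 8 dpi its net signal was 282 ± 336 in infected larvae and 985 ± 629 in controls (SD, n = 3). Gloverin 4-like (BGIBMGA013866), an antimicrobial peptide gene, and 1 other probe were higher at all 4. At 4, 6 and 8 dpi, 47 probes were higher and 28 lower throughout. At both 6 and 8 dpi, 251 probes were higher and 219 lower, against 68.7 and 52.1 for independent calls among the 6239 probes tested at both. In all, 2831 probes were called at one or more time points, 31.9% of the 8866 tested and 12.2% of the 23126 on the array. The calls were 192 at 2 dpi, 216 at 4 dpi, 1576 at 6 dpi and 1777 at 8 dpi, by limma's moderated test. One channel gave only a bound for 68, 82, 615 and 794 of them in that order. The bound itself reached a fold of 2 for 12, 35, 238 and 385 of these. The other calls with a dim channel rest on the fitted ratio, and their bound is under a fold of 2 or absent. Under median centring 10 probes went the same way at all 4 time points, and 0 with both channels over 400. With each time point fitted alone only 1 did, and with array weights 2.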

Using 2.0-fold as a cut-off, the transcription level of 2,691 genes (ca. 18.8% of total genes) was significantly altered between 2 and 8 dpi (Fig. 2A, Table S2). 

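The gene of JH diol kinase (JHDK, sw11688), which acts in JH breakdown, was among the probes with the largest rise at 2 dpi (2.99 ± 0.24, adjusted p = 4.0e-05 from limma). A yellow protein gene (sw15185), of a family known from cuticle pigmentation, was at least 2.84-fold higher (adjusted p = 0.0001). A chemosensory protein gene (Csp7, sw10033) rose by 2.99 ± 0.30 (adjusted p = 0.00015). Among the probes with the largest fall were a hemolymph protein gene (sw02143), at least 3.33-fold lower (adjusted p = 0.0012), and a microvitellogenin-like gene (sw18899) at -1.96 ± 0.23 (adjusted p = 0.00038). Of the 192 probes called among 7409 tested at 2 dpi, 188 went the same way on all 3 arrays. Fitted without the other time points, only 11 probes were called, and JHDK had an adjusted p of 0.076. Across genes, the Spearman correlation between arrays of 2 dpi was 0.212 to 0.347, against 0.715 to 0.792 within 4 dpi.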

At the early stage of infection (2 dpi), there were 64 genes showing significant differences in terms of expression level based on our 2-fold cut-off criterion. Among these genes, 55 were up-regulated, whereas only 9 genes were down-regulated, suggesting that silkworm has a weak transcriptional response to *N. bombycis* at this stage. 

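At 2 dpi 155 probes were higher and 37 lower in infected larvae, so 80.7% of the calls were higher. Hemolymph protein sw22355 was at least 2.22-fold lower (adjusted p = 0.0035) and an elastase gene (sw15173), a digestive protease, at least 2.05-fold lower (adjusted p = 0.0042). Another microvitellogenin-like probe (sw22074) fell by 1.89 on the log2 scale (SE 0.23, adjusted p = 0.0005 from limma). Higher probes included a gene like Tol-1, an antennal carrier protein (sw09340), at least 1.67-fold higher (adjusted p = 0.0015). Its arrays differed widely, with an SD of 1.67 in the log2 ratio and a net signal of 1148 ± 1336 (SD, n = 3) in infected larvae. At an unadjusted p under 0.05 from limma, 922 probes were higher and 972 lower. Under median centring 386 probes were higher and 19 lower (95.3% higher). Leaving out one array at a time gave 128 calls without replicate 2 (98 higher and 30 lower) and 288 without replicate 3 (192 higher and 96 lower).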

At 4 dpi, the expression level of more genes was altered suggesting that the host gradually responds to the invasion of *N. bombycis*. 

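Among the probes that fell most at 4 dpi, a lipase gene (sw01038) was at least 14.5-fold lower (adjusted p = 1.1e-08), and trypsin-like genes fell to -3.88 ± 0.20, adjusted p = 2.4e-07 (sw04391) and -3.51 ± 0.19, adjusted p = 3.1e-07 (sw08448). A potassium coupled amino acid transporter gene (sw01620), of a family that takes up amino acids in the gut, stood at -3.50 ± 0.19 (adjusted p = 3.3e-07), and the cuticular protein gene BmorCPH40 (BGIBMGA004123) at -4.06 ± 0.30 (adjusted p = 4.0e-06). A gene like GADD45 alpha (sw12865), known from growth arrest after DNA damage, was at least 3.03-fold higher (adjusted p = 2.0e-07). Of 6593 probes tested, 99 were higher and 117 lower (limma), all of them the same way on the 3 arrays. The median SD between arrays was 0.14 on the log2 scale at 4 dpi and 0.23 at 2 dpi.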

At 4 dpi, the number of down-regulated and up-regulated genes increased to 133 and 111 genes, respectively. 

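A gene like the ecdysteroid glucosyltransferase egt (sw18729) was at least 19.9-fold higher (adjusted p = 4.5e-09) in infected larvae at 6 dpi, and an esterase-like gene (Esr-lp, sw08442) at least 8.17-fold higher (adjusted p = 2.3e-09). The cuticular protein gene BmorCPR58 (sw17771) rose by 4.11 ± 0.26 (adjusted p = 1.1e-07 from limma), while BmorCPR21 (sw03143) was at least 23.0-fold lower (adjusted p = 3.2e-05). A spondin-like gene (sw14859) was at least 32.8-fold lower (adjusted p = 4.7e-09). Of 7348 probes tested, 706 were higher and 870 lower, and 1575 of the 1576 went the same way on all 3 arrays. The share of higher calls was 44.8%, and 73.2% under median centring. That scaling moved 43 of the 125 called ratios of named genes at 6 dpi by over 1.5 times and ended 16 of these calls. Among the 1576 called probes, the control level had moved by at least 2 times since 2 dpi and the infected level had not for 52, and the other way round for 898. Since 4 dpi these were 764 and 103 of the 1534 with levels at both.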

At 6 dpi, a large number of genes were induced, indicating a stronger response to microsporidia invasion because there were 626 genes up-regulated and 699 genes down-regulated. This result is consistent with the view that *N. bombycis* has a growth cycle of approximately 4 days in insect cell lines. At the late stage of infection, microsporidia could be observed in most tissues of the silkworm, which can seriously disturb the metabolism and the growth and development of the larvae. Thus, the number of induced genes was higher than that found in earlier stages of infection. In total, there were 771 genes demonstrating up-regulation and 1,116 genes demonstrating down-regulation. These down-regulated genes include many immune- and metabolic system-related genes, indicating that infection has a strong inhibitory effect on the expression of host genes related to the immune response and basic metabolism.

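At 8 dpi 712 probes were higher and 1065 lower in infected larvae, 25.1% of the 7082 tested (limma). A hemolymph protein gene (sw22077) was at least 27.5-fold higher (adjusted p = 5.6e-09), and a gene like the tyrosine decarboxylase Tdc2 (sw10842) at least 4.55-fold higher (adjusted p = 2.4e-07). A vitellogenic carboxypeptidase-like gene (sw21277) was at least 1.66-fold higher (adjusted p = 2.1e-06). Among the probes with the largest fall were an insect intestinal mucin-like gene (sw12182), part of the gut lining, at least 6.09-fold lower (adjusted p = 2.3e-08), a P450 gene like CYP4C39 (sw21014), at least 4.42-fold lower (adjusted p = 2.9e-08), and the cuticular protein gene BmorCPR17 (sw15460), at -6.64 ± 0.30, adjusted p = 4.5e-09. Of the 1777 calls, 1775 went the same way on every array. The ratios at 8 dpi differed from those at 6 dpi for 2352 probes, 1096 larger and 1256 smaller, by limma's contrast of the 2 time points. Since 4 dpi the control level of 852 of the 1777 called probes had moved by at least 2 times while the infected level had not, and for 180 it was the other way round.

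**Figure D1:**
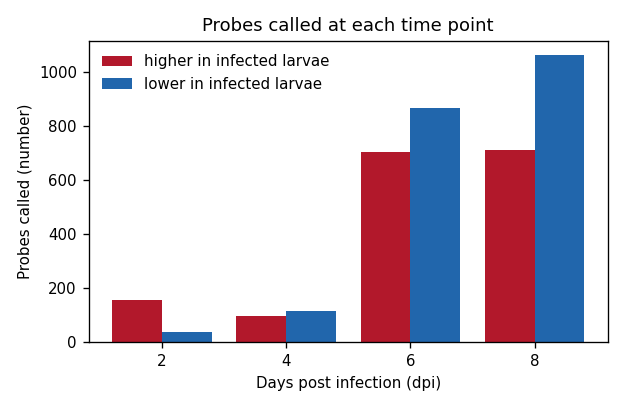
Number of probes called higher (red) or lower (blue) in infected larvae than in controls at 2, 4, 6 and 8 dpi. Higher calls number 155, 99, 706 and 712, and lower calls 37, 117, 870 and 1065.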

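Lower genes at 8 dpi included the chitin synthase gene (sw08657), at -2.47 ± 0.13, adjusted p = 1.8e-08, aspartate 1-decarboxylase (sw07783), which makes beta-alanine for cuticle tanning, at -3.74 ± 0.19, adjusted p = 1.1e-08, and glycerol-3-phosphate dehydrogenase (sw15541), at -1.57 ± 0.11, adjusted p = 2.1e-07 (limma). Of the 105 probes of the paper's metabolism lists, 82 were tested at 8 dpi, and 44 were higher, 16 lower and 22 did not pass. Of the 39 immune genes that Table S9 lists for this parasite alone, 28 were tested, 12 higher and 12 lower (12 and 12 when adjusted over the list alone). Both sets were chosen by the study on these arrays and their counts are not independent evidence. By camera the immune list had an adjusted p of 0.99 at 8 dpi. From the down-regulated immune and metabolic genes, the paper concludes that the infection strongly inhibits host genes of the immune response and of basic metabolism.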

**Figure 2:**
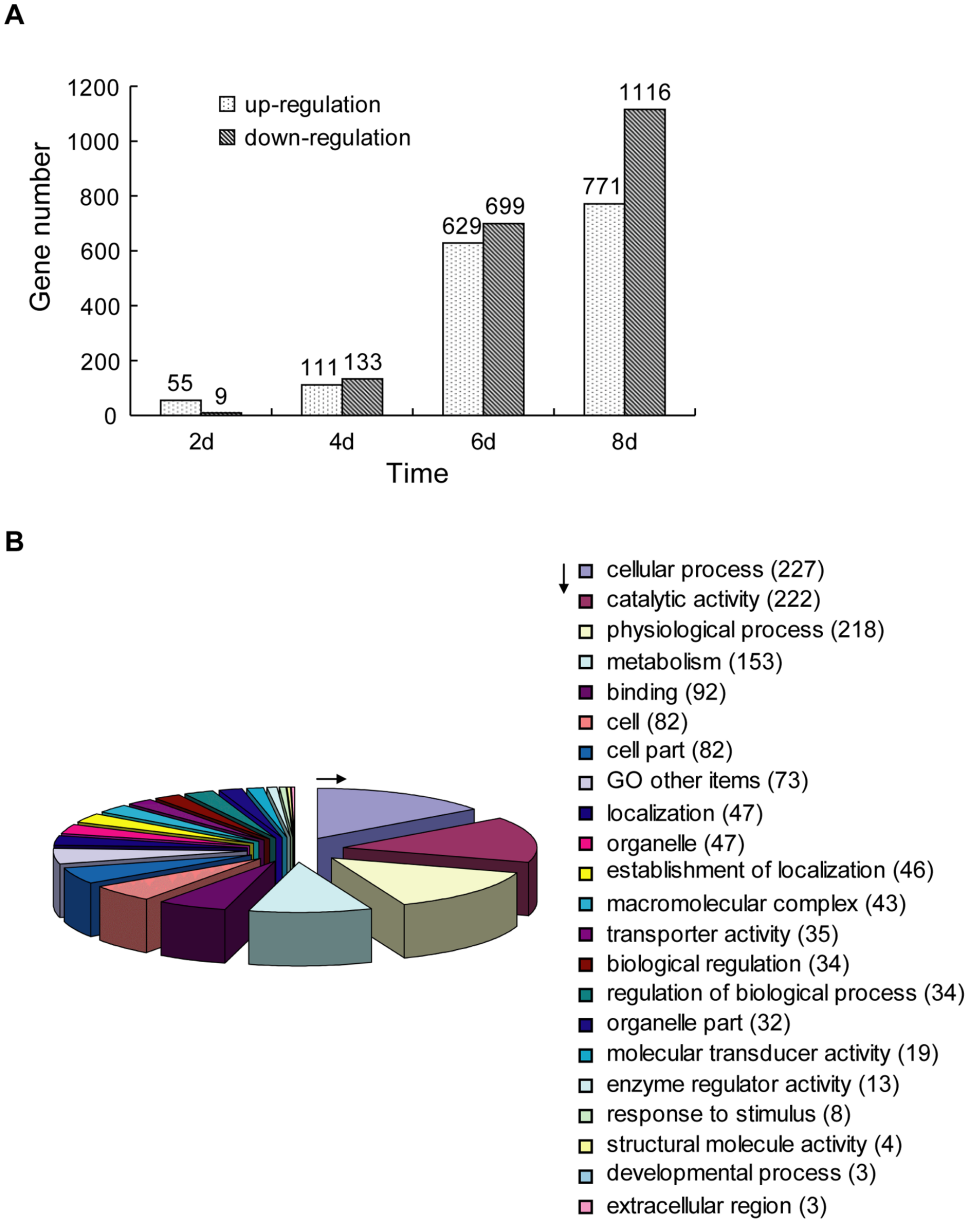
General statistics of the genes regulated after *N. bombycis* oral infection. (A) The number of up- and down-regulated genes after *N. bombycis* oral infection at the 2, 4, 6 and 8 dpi (d: days post-infection). (B) GO categories for all of the *N. bombycis* oral infection induced genes. The count of genes in each class was listed next to their name.

Based on GO analysis of the differentially expressed genes, their functions could be classified into 22 categories (Fig. 2B). These data suggested that *N. bombycis* infection has an influence on a wide range of gene functions in the silkworm. Among these findings, genes involved in cellular process, catalytic activity and physiological processes were over-represented with differential expression found for 227, 222 and 218 genes, respectively.

In addition, cluster analysis of the induced genes was performed using a method previously described by LL Huang *et al* [19]. The average linkage hierarchical cluster analysis method in software Gene Cluster 3.0 was employed to demonstrated time-specific patterns. 

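Table S3 lists 1757 genes in 14 clusters, of which 1275 were matched to a probe. The mean log2 ratio over a cluster's matched probes, tested or not, was computed for each array, with dim probes at their fitted value. It is given with its SD between arrays (n = 3). Where few probes were tested, a mean near 0 does not show that a cluster was unchanged. In cluster 15 (114 of 164 genes matched) the mean was -2.53 ± 0.07 at 6 dpi and -1.83 ± 0.02 at 8 dpi, with 106 of 113 and 76 of 100 tested probes lower. Cluster 11 (42 of 68) stood at 1.95 ± 0.07 at 6 dpi, with 39 of 42 higher, and at -0.80 ± 0.02 at 8 dpi, with 9 lower. At 8 dpi cluster 4 reached 1.64 ± 0.16 (33 of 34 higher), cluster 26 -1.89 ± 0.04 (49 of 49 lower) and cluster 27 -2.21 ± 0.05 (67 of 68 lower). The clusters were drawn by the study from these arrays, so the counts, from limma, are not independent evidence of their profiles.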

At least 33 clusters were recognized using the *N. bombycis* infection microarray data and approximately 14 main clusters of gene expression patterns were further analyzed (Fig. 3, Table S3). Among these clusters, clusters 1 and 16 were notable for their constant up- and down-regulation during the infection process. 

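Cluster 1 (284 of 387 genes matched) had a mean log2 ratio of 0.09 ± 0.12 (SD, n = 3) at 2 dpi, 0.55 ± 0.02 at 4 dpi, 1.67 ± 0.0085 at 6 dpi and 1.58 ± 0.08 at 8 dpi. Of its tested probes, none of 191, 40 of 265, 225 of 284 and 197 of 277 were called higher in that order. Cluster 16 (15 of 28 matched) stood at 0.04 ± 0.30 at 2 dpi, -1.999 ± 0.119 at 4 dpi, -2.23 ± 0.14 at 6 dpi and -2.22 ± 0.18 at 8 dpi. At 2 dpi none of its 13 tested probes was called, and 11 of 15, 12 of 15 and 12 of 14 were lower at the later time points. At 2 dpi both means lay within 1 SD of 0. Calls are from limma.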

Clusters 6 and 28 were notable for their induction during the late stage of the invasion. 

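In cluster 6 (85 of 109 genes matched) 45 of 46 tested probes were higher at 8 dpi, with a mean log2 ratio of 2.08 ± 0.38 (SD, n = 3). Its mean was 0.11 ± 0.14 at 2 dpi, 0.29 ± 0.08 at 4 dpi and 0.82 ± 0.08 at 6 dpi, with 1 of 20, 0 of 17 and 7 of 29 tested probes higher. Cluster 28 (302 of 413 matched), the largest of the 14, had 203 of 203 tested probes lower at 8 dpi, at a mean of -2.69 ± 0.02. At 2 dpi it stood at 0.32 ± 0.15, with 10 of 31 tested probes higher. At 6 dpi the mean over the 302 was 0.11 ± 0.07, and -0.06 under median centring. Only 16 of them were tested there, 3 higher and 5 lower.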

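In cluster 30 (39 of 56 genes matched) 8 of 38 tested probes were higher at 2 dpi and 38 of 38 were lower at 8 dpi. The mean log2 ratio went from 0.79 ± 0.52 (SD, n = 3) at 2 dpi through -0.05 ± 0.06 at 4 dpi and -0.56 ± 0.04 at 6 dpi to -2.52 ± 0.13 at 8 dpi. At 4 dpi 0 of 30 tested probes were called, and at 6 dpi 2 of 29 were lower. Of the cluster means at 2 dpi, this one had the widest spread between arrays.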

Clusters 30 exhibited a dynamic exchange from up- to down-regulation over the course of the infection. Clusters 20 and 31 showed significant down- or up-regulation during the mid-stage of the infection. 

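All 64 probes matched to cluster 20 (94 genes) were lower at 6 dpi, at a mean log2 ratio of -3.07 ± 0.23 (SD, n = 3). Only 12 of them were tested at 4 and at 8 dpi. The means over all 64 were 0.00 ± 0.13 and -0.12 ± 0.08 there. At 2 dpi the mean was -0.45 ± 0.10, and 0.05 under median centring. In cluster 31 (47 of 60 matched) 31 of 47 probes were higher at 6 dpi, at 1.47 ± 0.09, and 46 of 47 were lower at 8 dpi, at -2.07 ± 0.07. Its means at 2 and 4 dpi were -0.01 ± 0.08 and 0.01 ± 0.08.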

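In cluster 5 (61 of 81 genes matched) 13 of 60 tested probes were higher at 6 dpi and 59 of 60 at 8 dpi. The mean log2 ratio was 0.71 ± 0.0093 (SD, n = 3) at 6 dpi and 2.19 ± 0.11 at 8 dpi, after 0.01 ± 0.29 at 2 dpi and 0.07 ± 0.05 at 4 dpi. In cluster 12 (41 of 52 matched) 23 of 41 probes were lower at 6 dpi and 41 of 41 at 8 dpi. Its mean was -1.46 ± 0.09 at 6 dpi and -2.57 ± 0.07 at 8 dpi, with 0.01 ± 0.03 and -0.13 ± 0.05 at 2 and 4 dpi.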

Cluster 5 and 12 were shown a significant up- or down-regulation starting from 6 dpi. All of these results exhibited various regulation profiles for the induced genes of silkworm larvae after *N. bombycis* invasion, indicating that a large number of genes are sensitive to infection by *N. bombycis*.

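Of the 56 means of the 14 clusters at 4 time points, 20 were at least 1 in size on the log2 scale, and 22 under median centring. None of these 20 was at 2 dpi. Over all tested probes, in clusters or not, 74 were higher at 2 dpi and lower at 8 dpi, against 10.9 for independent calls among the 5951 probes tested at both. From 6 to 8 dpi, 104 probes went from higher to lower (67.5 if independent) and 43 from lower to higher (53.0 if independent).

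**Figure D2:**
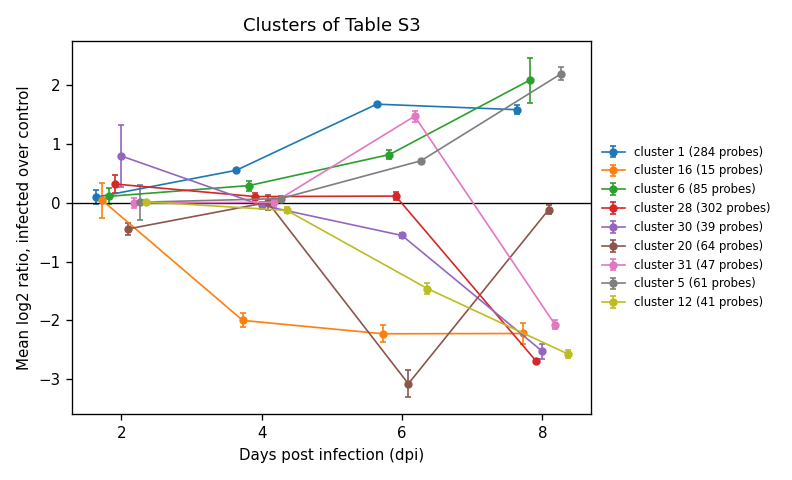
Mean log2 ratio of infected over control larvae in 9 clusters of Table S3, by dpi. Points are means over the 3 arrays and bars their SD, with the number of matched probes in the key. Clusters 1 and 16 separate from 0 at 4 dpi, and cluster 28 lies near 0.11 at 6 dpi and at -2.69 at 8 dpi. Means include matched probes too dim to test, and of the 302 of cluster 28 only 16 were tested at 6 dpi.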

**Figure 3:**
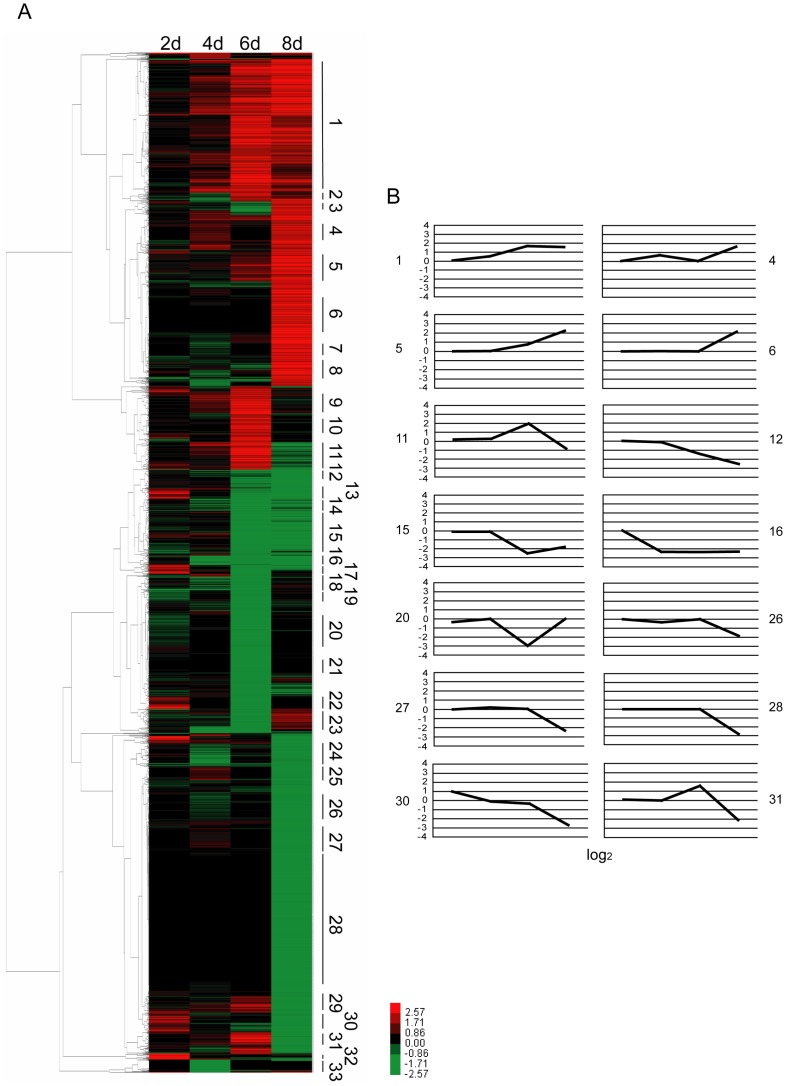
Differentially induced genes during *N. bombycis* infection. (A) Clustered expression profiles of the 2691 regulated genes with a 2.0-fold cutoff from 2 to 8 dpi. Expanded ratios and annotation details were list in Table S2. (B) Mean expression values for the induced genes (log_2_) located in the defined clusters. Genes involved in the 14 major clusters of induced expression profile analysis and the corresponding log_2_ value of their fold change were listed in Table S3.

### *N. bombycis* Disturbed the Synthesis and Metabolism of Silkworm Juvenile Hormone

As a growth hormone that is synthesized by corpora allata, juvenile hormone (JH) is a sesquiterpene member that regulates the physiological and development processes of insect ecdysis, metamorphosis, reproduction and diapauses [25], [26]. The biosynthesis pathway for silkworm JH has been shown to consist of three different stages: derivation of isopentenyl diphosphate (IPP) from mevalonate pathway, conversion of IPP into farnesyl diphosphate (FPP), and finally, transformation of FPP into different types of JHs after various modifications [27]. In addition, JH can bind with juvenile hormone binding protein (JHBP) to regulate the expression of target genes or become metabolized into JH acid diol (JHad) or JH diol phosphate (JHdp).

In our analysis, the expressional level of many genes related to silkworm JH synthesis and metabolism were significantly altered (Fig. 4B, Table S4). 

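Of 10 JH synthesis probes in Table S4, 8 were tested and all 8 were called at one time point or more, 7 higher and 1 lower. The list includes allatostatin, which the paper places in neuropeptide regulation and which is not a synthesis enzyme. At 4 dpi 2 of 7 tested were higher, at 6 dpi 5 of 8 were higher and 1 lower, and at 8 dpi 5 of 7 were higher, the same counts as when adjusted over the list alone. The list shifted upward by camera at 4 dpi (adjusted p = 0.0054, and adjusted p = 0.18 with an estimated correlation), 6 dpi (0.013 and 0.39) and 8 dpi (0.0078 and 0.28). The lower member was the HMG-CoA synthase gene (HMGS, sw20582), an enzyme of the mevalonate pathway, at least 2.26-fold lower (adjusted p = 1.9e-06) at 6 dpi (limma). The farnesyl diphosphate synthase gene (FPPS, sw09011) stayed at or below 400 in both channels and was not tested. The study chose the list on these arrays, so its counts are not independent evidence of its direction.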

The expression level of two allatostatin preprohormone (AS) genes (sw01578 and sw01366) that function in neuropeptide regulation, were up-regulated 2.3- and 3.1-fold, respectively, at 8 dpi. 

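The allatostatin (AS) gene probe sw01366 was higher at 8 dpi (1.65 ± 0.12, adjusted p = 2.7e-07 from limma), on all 3 arrays. At 2, 4 and 6 dpi its log2 ratios were -0.12 ± 0.12, 0.52 ± 0.12 and 0.70 ± 0.12, none of them called. Between 2 and 8 dpi the ratio changed by 1.76 ± 0.18, adjusted p = 6.0e-06. The other allatostatin probe, sw01578, did not reach a mean net signal of 400 in either channel and was not tested. At 8 dpi its net signal was 286 ± 37.2 in infected larvae and 128 ± 36.5 in controls (SD, n = 3).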

The acetoacetyl CoA thiolase (AACT) gene (sw22915), which encodes an enzyme that catalyzes Acetyl-CoA into IPP, was upregulated by at least 4.3-fold at 6 dpi. 

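AACT (AcAT in Table S4, sw22915), which joins acetyl-CoA units at the start of the mevalonate pathway, was higher at 6 dpi (2.01 ± 0.13, adjusted p = 1.4e-07 from limma), on all 3 arrays. The net signal at 6 dpi was 6930 ± 908 in infected larvae and 1722 ± 38.2 in controls (SD, n = 3). At 2, 4 and 8 dpi the log2 ratios were 0.54 ± 0.13, 0.29 ± 0.13 and 0.57 ± 0.13, under the fold of 2. The ratio at 6 dpi was larger than at 4 dpi by 1.73 ± 0.19, adjusted p = 2.3e-05.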

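The FAMet probe sw05537 was higher at 6 dpi (1.32 ± 0.10, adjusted p = 3.1e-07 from limma), with log2 ratios of 0.28 ± 0.10, -0.07 ± 0.10 and -0.15 ± 0.10 at 2, 4 and 8 dpi. The FAMet probe sw08195 was higher at 4 dpi (1.06 ± 0.10, adjusted p = 2.9e-05) and 8 dpi (1.41 ± 0.10, adjusted p = 2.3e-07), and stood at 0.29 ± 0.10 at 6 dpi. FAMet transfers a methyl group to farnesoic acid, and the paper counts the 2 probes as 2 genes. Without replicate 2 of 4 dpi, sw08195 fell under the fold of 2 at that time point (0.94). The probes differed in the time of their rise: from 4 to 6 dpi the ratio of sw05537 grew by 1.40 ± 0.14, adjusted p = 9.9e-06, and that of sw08195 changed by -0.78 ± 0.15, adjusted p = 0.0012.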

Two farnesoic acid O-methyltransferase (FAMet) genes, sw05537 and sw08195, which convert farnesoic acid to methyl farnesoic, were up-regulated more than 2-fold. JH acid methyltransferase (JHAMT) converts JH acids or JH precursors to active JHs in the last step of the JH synthesis pathway [28]. 

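JHAMT, the methyltransferase of the last steps of JH synthesis, had 3 probes, which the paper counts as 3 genes, all higher at 6 and 8 dpi. Probe sw22960 reached 3.69 ± 0.14, adjusted p = 2.1e-09 at 6 dpi and 3.60 ± 0.14, adjusted p = 1.4e-09 at 8 dpi, and sw18135 3.80 ± 0.22, adjusted p = 4.3e-08 and 3.69 ± 0.22, adjusted p = 3.3e-08 (limma). Probe sw14489 was higher at 4 dpi (1.59 ± 0.13, adjusted p = 7.2e-06) and 6 dpi (2.32 ± 0.13, adjusted p = 3.2e-08), and at least 11.5-fold higher (adjusted p = 8.0e-10) at 8 dpi. At 4 dpi sw22960 and sw18135 stood at 0.63 ± 0.14 and 0.53 ± 0.22. At 2 dpi the 3 probes gave 0.55 ± 0.13 (sw14489), -0.38 ± 0.14 (sw22960) and -0.12 ± 0.22 (sw18135), none of them called.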

Our results showed that three JHAMT genes (sw14489, sw22960 and sw18135) were strongly up-regulated from 2 to 8 dpi, suggesting the accelerated synthesis of JH through the JH acid branch pathway after *N. bombycis* infection [29].

**Figure 4:**
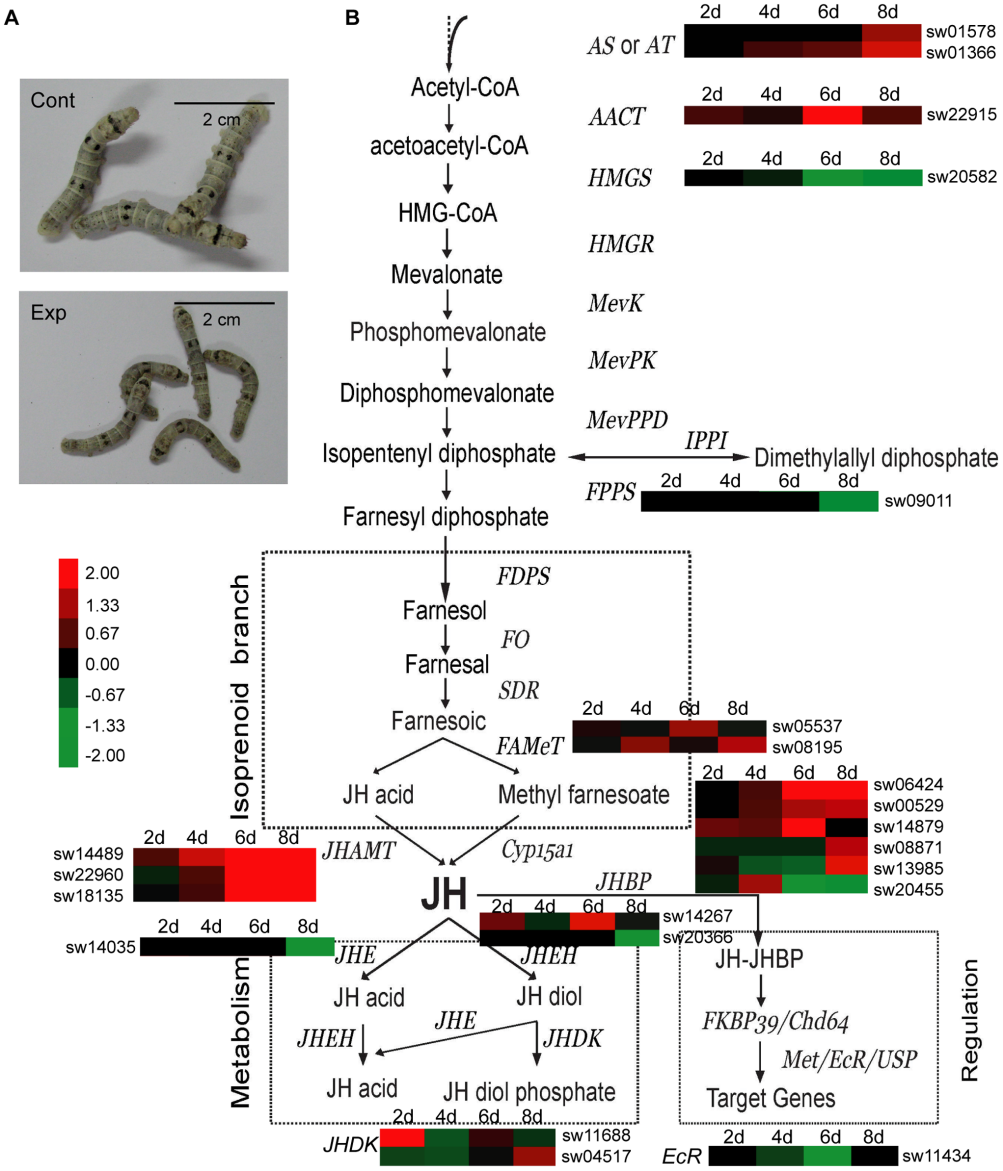
Diagram showing the induced biosynthesis, metabolism and signal transduction related genes of juvenile hormone in the silkworm. (A) Observation of silkworm infected by *N. bombycis* at 8 dpi. Cont: Uninfected silkworm larvae. Exp: Silkworm oral infected by *N. bombycis* spores. (B)The expression pattern for each gene is indicated near the gene name and the probe ID of BmMDB is shown aside. Diagram of the pathway is referenced from Daojun Cheng, 2008. See Table S4 for a detailed view of the cluster ratios.

In addition, the process of JH metabolism was also affected by *N. bombycis* infection. The JH esterase (JHE) gene (sw14035), which encodes the enzyme that catalyzes JH to JH acid, was down-regulated from 2 to 8 dpi. 

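The JHE probe (sw14035) stayed at or below a mean net signal of 400 in both channels at each time point and was not tested. JHE is the esterase that hydrolyses JH. Its net signals were 195 ± 12.5 in infected larvae and 337 ± 52.9 in controls (SD, n = 3) at 2 dpi and 111 ± 37.7 in infected larvae and 74.9 ± 31.6 in controls at 4 dpi. At 6 dpi they were 48.7 ± 31 in infected larvae and 262 ± 31.9 in controls, and at 8 dpi 58 ± 11.3 in infected larvae and 323 ± 64.9 in controls. No fold is given for a probe that is dim in both channels.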

In a previous study, the decrease in JH-esterase activity was reported as a possible explanation for juvenilizing the effect of *Nosema* implantation [30]. JH epoxide hydrolase (JHEH) has been shown to play a role in the catalysis of JH into JH diol [31]. 

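JHEH, the epoxide hydrolase of JH breakdown, has 3 probes, of which sw02554 did not reach 400 in either channel. Probe sw20366 was tested at 8 dpi alone, where it was at least 4.13-fold lower (adjusted p = 9.5e-07) (limma). Probe sw14267 was higher at 6 dpi (1.70 ± 0.11, adjusted p = 1.5e-07). Its log2 ratios were 0.78 ± 0.11 at 2 dpi (adjusted p = 0.0016, under the fold of 2), -0.32 ± 0.11 at 4 dpi (adjusted p = 0.053) and -0.18 ± 0.11 at 8 dpi (adjusted p = 0.19). From 4 to 6 dpi the ratio of sw14267 grew by 2.02 ± 0.16, adjusted p = 2.2e-06, and from 6 to 8 dpi it changed by -1.88 ± 0.16, adjusted p = 1.5e-06.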

One of the two JHEH genes was down-regulated at 8 dpi, whereas the other JEHE gene displayed a dynamic regulated status because its transcribed level showed up-regulation at 2 and 6 dpi and down-regulation at 4 and 8 dpi from 2 to 8 dpi. Interestingly, most of the JH binding protein (JHBP) genes (sw08871, sw06424, sw00529, sw14879 and sw13985) were up-regulated with the exception of one JHBP gene (sw20455), which was consistently down-regulated from 2 dpi to 8 dpi. 

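JHBPs carry JH in the hemolymph. Of the 6 JHBP probes, 1 was higher at 4 dpi, 3 were higher and 1 lower at 6 dpi, and 4 were higher and 2 lower at 8 dpi, the same counts as when adjusted over the list alone. Probe sw08871 was higher at 8 dpi alone (1.38 ± 0.08, adjusted p = 4.6e-08), as was sw13985 (1.74 ± 0.37, adjusted p = 0.0013). Probe sw00529 was higher at 6 dpi (1.55 ± 0.36, adjusted p = 0.0027) and 8 dpi (1.47 ± 0.36, adjusted p = 0.0037), and sw06424 was at least 4.53-fold higher at 6 dpi and at least 5.0-fold higher (adjusted p = 2.2e-08) at 8 dpi. Probe sw14879 was higher at 6 dpi (2.44 ± 0.15, adjusted p = 7.5e-08) and lower at 8 dpi (-4.04 ± 0.15, adjusted p = 1.0e-09). Probe sw20455 gave -0.30 ± 0.11 at 2 dpi, was higher at 4 dpi (1.26 ± 0.11, adjusted p = 1.1e-05) and lower at 6 dpi (-2.50 ± 0.11, adjusted p = 5.0e-09) and 8 dpi (-1.51 ± 0.11, adjusted p = 1.6e-07). The genes were chosen by the study on these arrays, which makes the counts (limma) not independent evidence of its direction.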

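The EcR probe (sw11434) was tested at 2 and 6 dpi. EcR is the nuclear receptor of the molting hormone ecdysone. At 6 dpi it was at least 1.45-fold lower (adjusted p = 2.3e-07) from limma, lower on all 3 arrays. At 2 dpi its log2 ratio was -0.06 ± 0.13 (adjusted p = 0.8). At 4 and 8 dpi both channels were at or below 400, with mean net signals of 176 in infected larvae and 286 in controls and of 74.4 in infected larvae and 216 in controls.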

The ecdysone receptor gene (EcR, sw11434), which is involved in JH signal transduction, was down-regulated during the infection.

Hormones are essential substrates in organisms that play important roles in the regulation of metabolism, growth, development, and reproduction. Here, *N. bombycis*-infected larvae had a slower growth rate than control silkworms (Fig. 4A). In fact, juvenilizing effect of microsoporidian infection has been known for many years [32]. The genus *Nosema* was reported to result in abnormal metamorphosis of saturniid moths, which were concluded for the excess juvenile hormone titre [33]. In this study, JH biosynthesis-related genes, including AS, AACT, FAMet and JHAMT, were up-regulated, but the expression of JH metabolism-related genes were mainly down-regulated after *N. bombycis* infection. 

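Over the 4 time points, 7 of the 8 tested JH synthesis probes were higher at least once. These include the allatostatin probe sw01366, whose gene codes for a neuropeptide and not for a synthesis enzyme. Of the 4 tested JH metabolism probes, JHDK sw11688, JHDK sw04517 and JHEH sw14267 were higher at one time point and JHEH sw20366 was lower at one. JHE, which the paper gives as lower, and JHEH sw02554 were too dim to test. JHDK sw04517, a kinase acting on JH diol, was higher at 8 dpi (1.15 ± 0.09, adjusted p = 4.9e-07 from limma), with -0.52 ± 0.09 at 2 dpi, -0.56 ± 0.09 at 4 dpi and -0.17 ± 0.09 at 6 dpi. JHDK sw11688, higher at 2 dpi, stood at -0.62 ± 0.24, 0.60 ± 0.24 and -0.44 ± 0.24 at 4, 6 and 8 dpi, none of them called. Its call at 2 dpi is lost with that time point fitted alone (adjusted p = 0.076 from limma). Camera gave the metabolism list adjusted p values of 0.23, 0.082, 0.4 and 0.92 at 2, 4, 6 and 8 dpi. As lists of the study's own choice on these arrays, neither count is independent evidence.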

We suspected that it disturbed the hormonal balance and may cause the increase of JH level in silkworm that acquired pébrine. Interestingly, a lot of JH-related genes could also be up-regulated after Nuclear Polyhedrosis Virus (NPV) and *Bb* oral infection [19]. In addition, synthetic JH can improve the production of NPV in insect cells [34]. Hence, we concluded that *N. bombycis* might disturb the silkworm JH synthesis and metabolism to retard the larvae development and provide time and nutrients for its reproduction, similar to NPV and *Bb*.

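The JHAMT ratios of infected over control larvae grew between the early and the late time points. From 4 to 6 dpi the log2 ratio of sw22960 grew by 3.06 ± 0.20, adjusted p = 5.0e-07 and that of sw18135 by 3.28 ± 0.31, adjusted p = 7.3e-06 (limma's contrast between time points). From 2 to 4 dpi, sw14489 grew by 1.04 ± 0.18, adjusted p = 0.0025. The log2 ratio of AACT (AcAT in Table S4) fell by 1.44 ± 0.19, adjusted p = 4.5e-05 from 6 to 8 dpi. The EcR (sw11434) ratio was smaller at 6 than at 2 dpi (adjusted p = 1.4e-05), with the infected channel dim at 6 dpi.

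**Figure D3:**
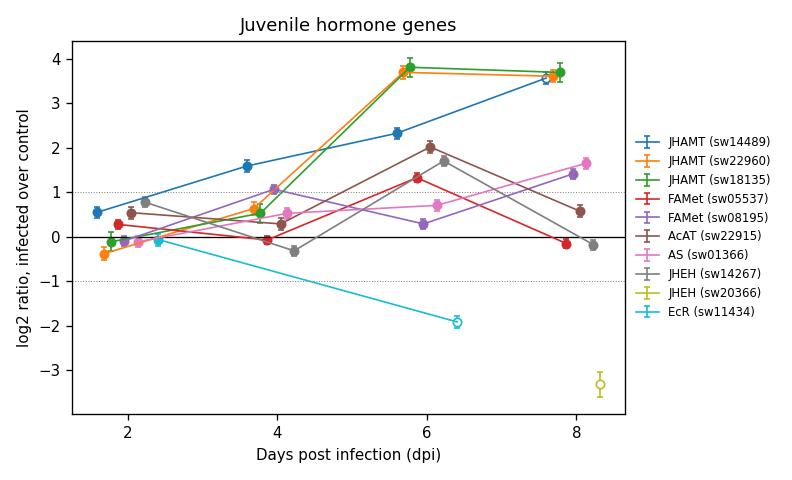
Log2 ratio of infected over control larvae for probes of 10 JH-related genes at 2, 4, 6 and 8 dpi. Bars are standard errors from limma (n = 3 arrays), open points have one channel at or below 400, and dotted lines mark a fold of 2. The 3 JHAMT probes lie between 2.32 and 3.80 at 6 dpi.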

In higher vertebrates, hormones, nervous system and innate immunity collaborate through receptors on cells that enhance the immune-response during infection [35], [36]. Recently, JH and JH homologs were reported to counteract the immune response induced by 20-hydroxyecdysone (20-E ) in a *Drosophila* stable cell line [37]. Interestingly, 20-E has an antagonistic effect, but JH can stimulate the production of AMPs in the silkworm fat body [38]. Here, many of JH biosynthesis-related genes were up-regulated after *N. bombycis* infection, and we predicted that JH might be involved in the regulation of silkworm AMPs and function as a strategy for host resistance to microsporidia.

### *N. bombycis* Perturbed the Basal Metabolic Pathways of the Silkworm

Metabolism is the result of a plethora of chemical reactions that take place within each cell of a living organism that maintains normal physiological activities. We searched the KEGG database to select genes involved in host metabolic pathways using standard criteria for pathway prediction with a P<0.05 and induced ratios >2 or <0.5 [39]. 

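The probes that Table S5 lists for basal metabolism came to 105 on the array, and 96 were tested at one time point or more. Of these, 57 were higher and 40 lower at least once, and 4 were never called (limma). The calls were 1 higher and 0 lower of 83 tested at 2 dpi, 9 and 2 of 68 at 4 dpi, 32 and 31 of 91 at 6 dpi, and 44 and 16 of 82 at 8 dpi. Examples at 8 dpi are homogentisate 1,2-dioxygenase (sw08054), an enzyme of tyrosine breakdown, at least 3.33-fold higher (adjusted p = 8.9e-09), thymidylate synthase (sw16054), which makes a DNA precursor, at 1.45 ± 0.10, adjusted p = 1.8e-07, and gamma-glutamyltransferase (sw02154), of glutathione turnover, at 1.56 ± 0.15, adjusted p = 2.5e-06. Of the digestive protease genes, taken by keyword as midgut markers, 1 was higher and 9 lower of 49 at 4 dpi, 5 and 13 of 53 at 6 dpi, and 21 and 10 of 50 at 8 dpi. The keyword also took in a molting fluid carboxypeptidase-like gene (sw07559) and a vitellogenic carboxypeptidase-like gene (sw21277). The lower call of sw12311 at 8 dpi rests on 1 array. The metabolism lists hold genes that the study selected on these arrays, so the numbers are not independent evidence of a change.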

We found that 124 basal metabolism-related genes, approximately 15.5% of genes associated with silkworm basal metabolism, were modulated after *N. bombycis* infection. Further, we found that eight genes involved in basic transcription were modulated, and seven were up-regulated from 2 to 8 dpi, indicating that the synthesis of nucleotides and proteins in silkworms is enhanced after infection (Table S5). Similarly, several silkworm basic transcription factors were up-regulated by *Bb* infection, including TFIID11, TFIID1, TFIIA1, TFIIE2 and TFIID10. 

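Of 8 probes of basic transcription, 6 were tested, and all 6 were higher at one time point or more, 1 of them also lower. At 4 dpi 3 of the 6 were higher, transcription factor AP-1 (sw16467) among them (1.40 ± 0.22, adjusted p = 0.00065 from limma), and camera gave the list an adjusted p of 0.0052 (adjusted p = 0.18 with an estimated correlation). At 8 dpi 4 were higher and 1 lower. The transcription initiation factor alpha subunit (sw11096), a part of the general transcription machinery, reached 1.24 ± 0.09, adjusted p = 2.4e-07 at 8 dpi and collier (sw08764) 1.49 ± 0.15, adjusted p = 3.1e-06. Transcription factor Ets (sw11166) was at least 1.42-fold higher (adjusted p = 2.5e-05) at 4 dpi and lower at 8 dpi (-1.14 ± 0.16, adjusted p = 4.3e-05). Counts adjusted over the list alone were the same, and the list was chosen on these arrays, so it is not independent evidence of its direction.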

After Madin-Darby bovine kidney cells infected by bovine viral diarrhea virus (BVDV), genes encoding proteins involved in protein translation and post-translational modifications were also found to be generally unregulated [19], [40]. The transcription genes upregulation after *N. bombycis* infection are consistent with those in silkworms infected with *Bb* and BVDV-infected Madin-Darby bovine kidney cells. Thus, providing further support for the theory of a general response after pathogen infection. 

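At 8 dpi, of the tested probes in each group, 19 were higher and 4 lower of 28 in amino acid metabolism, 11 and 3 of 19 in nucleotide metabolism, 12 and 6 of 24 in xenobiotic biotransformation and 6 and 2 of 11 in cofactor and vitamin metabolism. Lipid metabolism had 5 higher and 3 lower of 13, carbohydrate metabolism 4 and 1 of 10, glycoprotein and sugar metabolism 7 and 4 of 16, and transcription 4 and 1 of 6. At 6 dpi glycoprotein and sugar metabolism had 6 higher and 10 lower of 18, nucleotide metabolism 5 and 8 of 21 and amino acid metabolism 14 and 7 of 33. Beta-galactosidase (sw05025), of sugar metabolism, was higher at 6 dpi (2.20 ± 0.10, adjusted p = 6.8e-09) and chitinase (sw08485), which degrades chitin, lower (-3.89 ± 0.31, adjusted p = 6.0e-07), both from limma. Fructose-bisphosphate aldolase (sw06691), of glycolysis, was lower at 6 dpi (-1.20 ± 0.10, adjusted p = 1.4e-06), a call lost under median centring (-0.54). The groups were set by the study on these arrays and are not independent evidence.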

Eight types of basal metabolism: nucleotide metabolism, amino acid metabolism, carbohydrate metabolism, genetic information transcription, xenobiotic biotransformation, cofactor and vitamin metabolism, lipid metabolism and glucoprotein and saccharometabolism were affected after infection. The detailed information and induced ratios for the involved genes are listed in Table S5. Most genes related to pyrimidine metabolism, amino acid metabolism, genetic information transcription, xenobiotic biotransformation, and cofactor and vitamin metabolism were significantly up-regulated during the infection process (Table S6). 

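In pyrimidine metabolism 5 of 6 tested probes were higher and 1 lower at 8 dpi, with dihydroorotate dehydrogenase (sw18510), of pyrimidine synthesis, at 2.23 ± 0.11, adjusted p = 1.2e-08 (limma) and ribonucleoside-diphosphate reductase (sw04795), which makes deoxynucleotides, at 2.45 ± 0.13, adjusted p = 1.7e-08. The lower probe was polyribonucleotide nucleotidyltransferase (sw02311), at -1.06, and under the fold of 2 without replicate 3 (-0.99). Cysteine and methionine metabolism and the folate one carbon pool had 4 of 4 higher each, methionine adenosyltransferase (sw22876) at 1.54 ± 0.13 among them. Tyrosine metabolism had 5 higher and 1 lower of 7, with 4-hydroxyphenylpyruvate dioxygenase (sw07607), an enzyme of tyrosine breakdown, at 2.04 ± 0.11, adjusted p = 1.4e-08. Glutathione metabolism had 4 higher and none lower of 7, glutathione transferase sw18220 at 2.96 ± 0.13, adjusted p = 3.4e-09. Camera's adjusted p at 8 dpi was 0.014 for pyrimidine metabolism, 0.013 for the folate pool and 0.013 for glutathione metabolism (adjusted p = 0.28, 0.28 and 0.28 with an estimated correlation). Over all time points, 24 of 33 amino acid probes were higher and 9 lower at least once, 16 and 13 of 27 in xenobiotic biotransformation and 7 and 5 of 12 in cofactor and vitamin metabolism. The counts over each list alone were equal, and lists made from these arrays are not independent evidence.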

*N. bombycis* consistently induced sublethal effects on the host together with a chronic infection. Acceleration of these basal metabolic processes may be due to the demands of *N. bombycis* reproduction. A similar up-regulation was also found during a study on silkworms challenged with *Bb* [19].

### *N. bombycis* Induced a Wide Silkworm Immune Response

In contrast with vertebrates, insects lack a specific adaptive immune system and have a simple, efficient nonspecific innate immune system for resisting the invasion of pathogens [41]. Humoral and cellular immunity serve as the main parts of insect immune systems and play an important role in pathogenic microorganism clearance [42]. It is worth noting that melanin formation in the hemolymph after pathogen infection is universal and melanization is an important part of insect immune defense system.

### Silkworm Humoral Immunity

The main characteristics of insect humoral immune response include secretion of antimicrobial peptides for defense against the invasion of pathogenic microorganisms [43]. In *Drosophila melanogaster*, Toll/dif pathway and Imd/relish are the main components of its innate immune system and play an important role in the regulation of the expression of antimicrobial peptides [44]. For example, fungi and gram-positive bacteria can induce the activation of the Toll/dif pathway and regulate the expression of drosomycin, metchnikowin and defensin in fruit fly. Meanwhile, gram-negative bacteria can activate the Imd/relish pathway and lead to an increase in the expression of cecropins, drosocin, diptericins and attacin [45], [46]. The completion of the genome sequence and microarray-based gene expression profile of *Bombyx mori* allowed us to diagnose the host immune response to *N. bombycis* infection [17], [18]. Similar to *Drosophila*, the silkworm humoral immune system is also mainly composed of Toll, Imd and JAK/STAT pathways, which could be induced by pathogenic microorganisms [47], [48], [49], [50]. *N. bombycis* can invade silkworm *B. mori* and develop a sublethal infection despoiling nutrient substances from its host and causing cytopathic necrosis [1]. To our knowledge, the molecular mechanism for the host response to *N. bombycis* infection remains elusive. To better understand the effects of *N. bombycis* infection on its host immune system, we analyzed the microarray data for the silkworm genes involved in the Toll, Imd and JAK/STAT signaling pathways (Table S4). The expression of β-glucan recognition protein 4 (β-GRP4) was up-regulated throughout the infection process (Fig. 5A), while β-GRP2, PGRP-S3 and PGRP-S4 were significantly up-regulated at the late stage of infection (8 dpi), suggesting an important role in pathogen recognition after a severe infection. β-GRP4 (sw20413), which is highly expressed in the midgut, separately represented approximately a two- and four-fold increase in up-regulation at 4 and 6 dpi, and its expression reached the highest level at 8 dpi, which is approximately a five-fold increase in up-regulation. This result indicated that β-GRP4 played a role in recognizing initial invasive spores and transmits a signal to the downstream cascade reaction in the midgut. β-GRP2 (sw10605), which is expressed at high levels in the midgut, integument, hemocyte and fat body, showed an almost three-fold up-regulation. 

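β-GRP4 (sw20413), a receptor for β-glucan, had log2 ratios of 0.44 ± 0.24 at 2 dpi (adjusted p = 0.28 from limma, not called), 1.14 ± 0.24, adjusted p = 0.0043 at 4 dpi, 1.91 ± 0.24, adjusted p = 2.8e-05 at 6 dpi and 2.39 ± 0.24, adjusted p = 3.4e-06 at 8 dpi. β-GRP2 (sw10605) was higher at 8 dpi (1.63 ± 0.10, adjusted p = 6.8e-08) and stood at -0.76 ± 0.10 at 6 dpi. All 4 pathogen recognition genes, these and the short peptidoglycan recognition genes PGRP-S3 and PGRP-S4, were higher at 8 dpi (4 when adjusted over the list alone), against 0, 1 and 1 at 2, 4 and 6 dpi. The list shifted by camera at 8 dpi (adjusted p = 0.013, and adjusted p = 0.28 with an estimated correlation). The digestive protease genes, taken by keyword as midgut markers, shifted upward with it (adjusted p = 0.015, and adjusted p = 0.48 with an estimated correlation). The study picked these recognition genes on these arrays, so the list is not independent evidence of its direction.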

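At 8 dpi the PGRP-S3 probe (sw22599) was at least 4.37-fold higher (adjusted p = 2.8e-06) and the PGRP-S4 probe (sw17703) at least 15.8-fold higher (adjusted p = 1.7e-06), both from limma. Short PGRPs bind bacterial peptidoglycan outside cells. At 4 dpi their log2 ratios were -0.07 ± 0.41 and -0.06 ± 0.39, and at 6 dpi 0.08 ± 0.41 and -0.37 ± 0.39. None of these was called. The BmPGRP-S3 and BmPGRP-S4 ratios were larger at 8 than at 6 dpi, with adjusted p = 9.1e-05 for PGRP-S3 and 2.5e-05 for PGRP-S4.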

Two peptidoglycan recognition short-type proteins, PGRP-S3 (sw22599) and PGRP-S4 (sw17703), were strongly induced after the *N. bombycis* infection at 8 dpi. PGRP-S3 and PGRP-S4 are only expressed in the midgut, and both showed an approximate eighteen-fold increase in up-regulation, indicating that *N. bombycis* spores are recognized by PGRP in silkworm midgut at the late stage of infection. However, no long-type PGRPs were modulated in this study.

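The net signal of PGRP-S3 at 8 dpi was 1766 ± 855 in infected larvae and 97.5 ± 35.7 in controls (SD, n = 3), and that of PGRP-S4 5809 ± 613 in infected larvae and 308 ± 13 in controls. Both genes were higher on all 3 arrays. At 2 dpi PGRP-S4 gave 0.51 ± 0.39 (adjusted p = 0.44 from limma), while PGRP-S3 had a dim control channel and was not called (adjusted p = 0.13). The arrays were made from samples of 3 larvae, and no midgut array was analysed here.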

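PGRP-L1 (sw09651), a long-type receptor, was lower at 6 dpi (-1.28 ± 0.14, adjusted p = 8.3e-06 from limma), on all 3 arrays. At 2, 4 and 8 dpi its log2 ratios were 0.04 ± 0.14, -0.12 ± 0.14 and 0.18 ± 0.14, none of them called. Under median centring the ratio at 6 dpi was -0.56, short of the fold of 2. The short-type genes PGRP-S1 (sw17404), PGRP-S2 (sw21727) and PGRP-S5 (sw20314) did not reach a fold of 2 at any time point, the furthest being PGRP-S5 at 0.84 at 6 dpi, PGRP-S1 at -0.83 at 6 dpi and PGRP-S2 at -0.51 at 4 dpi.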

**Figure 5:**
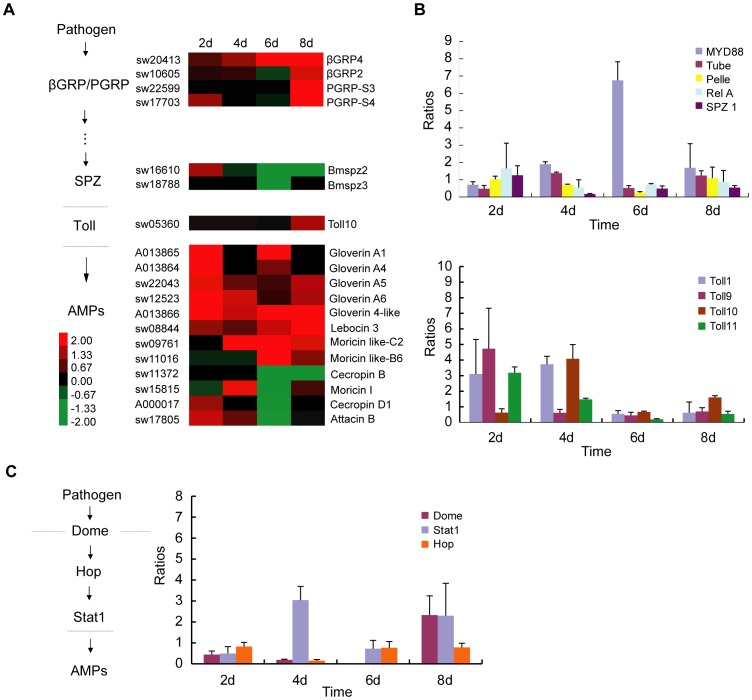
*N. bombycis* induced a silkworm systemic immune response. (A) A diagram of the Toll signal transduction pathway and *N. bombycs* induced expression of the related genes. The probe ID of BmMDB or gene ID of SilkDB are shown on the left (for each gene ID, we used the letter A to substitute letters BGIBMGA to simplify the expression). (B) qRT-PCR of genes related to the silkworm Toll pathway. (C) Sketch of the JAK/STAT signal transduction pathway and qRT-PCR analysis of the corresponding genes. See Table S4 for a detailed view of the cluster ratios.

When pathogens are recognized by insect immune system, signals are delivered to downstream signaling pathways and lead to the release of antimicrobial peptides. Mature spatzle, which are proteolytically processed after activation by activated recognition factors, binds as a dimer to Toll receptors to transmit signals into the cytoplasm, which will ultimately lead to MyD88, Tube and Pelle recruitment [51]. Finally, the Rel transcription factors will be released to induce AMPs expression [19]. In this analysis, *SPZ2* (sw16610) was found to be up-regulated at the early stage of microsporidia infection and showed nearly a 2.4-fold increase (2 dpi). 

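SPZ2 (sw16610), a ligand of the Toll receptor, was higher at 2 dpi (1.02 ± 0.22, adjusted p = 0.015 from limma) and lower at the late time points, at least 2.26-fold lower (adjusted p = 3.1e-07) at 6 dpi and at least 2.22-fold lower (adjusted p = 6.0e-08) at 8 dpi. Without replicate 2 its ratio at 2 dpi was 0.56 (adjusted p = 0.037), under the fold of 2, and fitted without the other time points its adjusted p was 0.27. At 2 dpi the net signal was 3755 ± 2153 in infected larvae and 1687 ± 8.39 in controls (SD, n = 3).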

*Toll 10* (sw05360) was the only Toll receptor that was found to be up-regulated at 8 dpi. 

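The Toll 10 probe (sw05360) did not reach a mean net signal of 400 in either channel and was not tested. Its net signal at 8 dpi was 91 ± 7.03 in infected larvae and 37.7 ± 9.44 in controls (SD, n = 3), and at 6 dpi 85.7 in infected larvae and 115 in controls. Toll 1 (sw08028), Toll 9 (sw11928) and Toll 11 (sw09777) were not tested either, at 84.4 in infected larvae and 57 in controls at 8 dpi for Toll 1.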

Using the current selection standard, microarray data showed no significant modulation of other Toll pathway-related genes such as *MyD88*, *Tube* and *Rel*, because the signal value for most of the genes was less than 400. Thus, real-time PCR was employed to analyze the regulation of the genes involved in the silkworm Toll pathway (*SPZ1*, *Toll1*, *Toll9*, *Toll10*, *Toll11*, *Myd88*, *Tube* and *Pelle*) at 2, 4, 6 and 8 dpi (Fig. 5B, Table S7). 

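Of the 8 Toll pathway genes that the study took to RT-qPCR, 3 had a tested probe and none was called. Tube (sw20628), an adaptor of Toll signalling, gave 0.09 ± 0.13 at 2 dpi, and Pelle (sw07930), its kinase, 0.27 ± 0.12, 0.19 ± 0.12, -0.50 ± 0.12 and 0.69 ± 0.12 at 2, 4, 6 and 8 dpi. Spz1 (sw08256) was furthest from 0 at 6 dpi, at -0.70 ± 0.14, adjusted p = 0.0012 from limma, under the fold of 2. MyD88 (sw05796) stayed dim in both channels, with mean net signals of 68.9 in infected larvae and 86.2 in controls at 8 dpi. Without the fold threshold Pelle and Spz1 passed an adjusted p under 0.05 at 6 and 8 dpi, and with it the count stayed 0 when adjusted over the list alone.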

The results showed that *Toll1, Toll9, Toll10, Toll11, Myd88, Tube* and *Pelle* are up-regulated after *N. bombycis* infection. *Toll* receptors *Toll 9* and *Toll 11* were highly induced at the beginning of the infection (2 dpi) approximately four-fold, while *Toll 1* and *Toll 10* showed marked up-regulation at 4 dpi, almost four-fold more than control. The adapters *MyD88*, *Tube* and *Pelle* were also increased, and *MyD88* peaked at 6 dpi with six-fold up-regulation. Surprisingly, *SPZ1* was not induced after *N. bombycis* infection, which is indicative of its absence from the immune response to the microsporidia in silkworm. All these results indicated that the silkworm Toll pathway was activated by *N. bombycis* infection.

JAK/STAT pathway was first indentified in *Drosophila* and verified to be involved in the immune response [52], [53]. Receptors Domeless and JAK Hopscotch and the STAT transcription factor are the major contributors in this pathway [54]. In addition, the pathway was demonstrated to be involved in antiviral and inflammatory responses [55], [56]. In our study, real-time PCR was conducted to examine the expression of genes involved in the silkworm JAK/STAT pathway (*Dome*, *Hop* and *STAT1*) at 2, 4, 6 and 8 dpi (Fig. 5C, Table S7). The results showed that Hop was not activated during the infection process. However, notably, *STAT1* was up-regulated at 4 and 8 dpi approximately 3-fold. *Dome* was also found to be up-regulated, approximately 4-fold, at 8 dpi. These data suggest that *N. bombycis* infection induces the JAK/STAT pathway in silkworm. In *Drosophila*, Imd pathway is activated by gram-negative bacteria infection [57], whereas no significant modulation related to this pathway was found in our microarray data.

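Probes of Relish and of a TAK1-like kinase, members of the Imd pathway outside the rule for named genes and picked here after their values were seen, were not called at any time point. The Bmrelish1 probe sw07654 had a log2 ratio of 0.12 ± 0.14 at 2 dpi (adjusted p = 0.62 from limma) and -0.35 ± 0.14 at 8 dpi (adjusted p = 0.045), and its dim signals were not tested at 4 and 6 dpi. The other Bmrelish1 probe, sw19683, was tested at 2 dpi alone (-0.33 ± 0.19, adjusted p = 0.31). The TAK1-like probe sw05663 was furthest from 0 at 6 dpi, at -0.72 ± 0.11 (adjusted p = 9.1e-05), under the fold of 2.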

After infection, twelve AMP genes belonging to the Gloverin, Cecropin, Moricin, Attacin and Lebocin families were induced, indicating activation of the silkworm systemic immune response. 

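All 12 AMP genes were tested at one time point or more and called at least once, 11 of them higher and 4 lower, with 3 in both groups. At 2 dpi 7 of 11 tested were higher and none lower, at 4 dpi 4 of 8 higher, at 6 dpi 6 of 12 higher and 4 lower, and at 8 dpi 6 of 9 higher and 1 lower (limma, and the same counts adjusted over the list alone). Cecropin B (sw11372), a pore-forming peptide, was at least 13.8-fold lower (adjusted p = 3.8e-10) at 6 dpi and fell to -3.77 ± 0.12, adjusted p = 5.2e-10 at 8 dpi. Cecropin D1 (BGIBMGA000017) was higher at 2 dpi (1.28 ± 0.10, adjusted p = 0.00033, and adjusted p = 0.066 with the time point fitted alone) and at least 1.22-fold lower (adjusted p = 8.6e-06) at 6 dpi. Attacin B (sw17805) was higher at 2 dpi (1.62 ± 0.11, adjusted p = 1.4e-05) and lower at 6 dpi (-2.06 ± 0.11, adjusted p = 2.1e-08). By camera the list shifted upward at 2 dpi (adjusted p = 1.0e-09, and adjusted p = 0.69 with an estimated correlation), 4 dpi (2.6e-05 and 0.25) and 8 dpi (0.021 and 0.36). Of the fat body storage and 30K protein genes, which mark that tissue, 4 of 13 were lower at 2 dpi, 4 of 13 at 4 dpi and 8 of 14 at 6 dpi, and at 8 dpi 4 were higher and 3 lower of 13. The study took the 12 AMP genes from these arrays, so the list is not independent evidence of its direction.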

Five genes in the Gloverin subfamily (BGIBMGA013866, BGIBMGA013865, sw22043, sw12523, and BGIBMGA013864) showed a significant increase in gene expression level. 

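Gloverins are glycine-rich antibacterial peptides. Gloverin 4-like (BGIBMGA013866) was at least 1.69-fold higher (adjusted p = 7.9e-06) at 2 dpi, and reached 1.56 ± 0.13, adjusted p = 1.2e-05 at 4 dpi, 2.34 ± 0.13, adjusted p = 4.4e-08 at 6 dpi and 4.06 ± 0.13, adjusted p = 5.2e-10 at 8 dpi (limma). Gloverin A1 (BGIBMGA013865) was at least 1.28-fold higher (adjusted p = 0.0004) at 2 dpi and higher at 6 dpi (2.78 ± 0.20, adjusted p = 8.4e-06). Gloverin A5 (sw22043) was higher at 2 dpi (1.96 ± 0.12, adjusted p = 7.9e-06) and 8 dpi (1.34 ± 0.12) and stood at 0.80 ± 0.12 and 0.53 ± 0.12 between. Gloverin A6 (sw12523) was higher at 2 dpi (1.99 ± 0.14), 4 dpi (1.61 ± 0.14) and 8 dpi (1.31 ± 0.14), and Gloverin A4 (BGIBMGA013864) at 2 dpi (2.12 ± 0.12) and 6 dpi (1.08 ± 0.12). The A1 and A4 spots hold no values at 4 and 8 dpi. At 6 dpi A4 fell under the fold of 2 with the authors' normalized ratios (0.92) and without replicate 3 (0.94).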

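Lebocin 3 (sw08844), a proline-rich antibacterial peptide, was higher at 6 dpi (1.11 ± 0.10, adjusted p = 2.6e-06 from limma) and at least 1.65-fold higher (adjusted p = 8.1e-09) at 8 dpi. At 4 dpi it gave 0.70 ± 0.10, under the fold of 2. Moricin like-C2 (sw09761) was at least 2.4-fold higher (adjusted p = 4.1e-06) at 4 dpi, at 2.47 ± 0.16, adjusted p = 1.0e-07 at 6 dpi and at least 1.92-fold higher (adjusted p = 1.5e-06) at 8 dpi. Moricin like-B6 (sw11016) was higher at 6 dpi (1.85 ± 0.15, adjusted p = 8.9e-07) and 8 dpi (1.05 ± 0.15, adjusted p = 7.9e-05). Table S5 gives this probe another name, asparagine synthase. Moricin I (sw15815) was higher at 4 dpi (1.87 ± 0.18, adjusted p = 2.8e-05) and lower at 6 dpi (-2.74 ± 0.18, adjusted p = 1.5e-07).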

The members of the Lebocin and Moricin subfamilies, including Lebocin 3 (sw08844), Moricin like-C2 (sw09761) and Moricin like-B6 (sw11016), were also up-regulated after *N. bombycis* infection. These results indicate that the *N. bombycis* spores were recognized by GNBPs and PGRPs and that the Toll signaling and JAK/STAT pathways were activated to release AMPs.

Insect humoral immune is one of the main insect immune responses that can efficiently resist the invasion of microorganisms. Here, we found an important factor SPZ2 but not SPZ1, involved in silkworm Toll pathway was up-regulated at the early stage of infection (2 dpi). It suggests a potential function of SPZ2 in the activation of downstream Toll receptors during *N. bombycis* infection. Meanwhile, real-time PCR analysis suggested that the Toll signaling and JAK/STAT pathways were activated to participate in *N. bombycis* infection. The AMP families, including Gloverin, Moricin and Lebocin, were strongly induced from 2 to 8 dpi; however, in *Apis mellifera*, the infection of *N. ceranae* led to significant host immunosuppression by down-regulation of defensin, abaecin, apidaecin and hymenoptaecin [58].

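Ratios of AMP genes differed between time points by limma's contrasts. Gloverin 4-like grew from 6 to 8 dpi by 1.73 ± 0.19, adjusted p = 1.2e-05, and Lebocin 3 was larger at 8 than at 6 dpi (adjusted p = 0.00011, with a dim control channel at 8 dpi). Gloverin A5 fell by 1.17 ± 0.17, adjusted p = 0.0008, from 2 to 4 dpi, and Gloverin A6 changed by -1.46 ± 0.19, adjusted p = 9.5e-05, from 4 to 6 dpi. No gloverin or lebocin gene of the list was called lower at any time point.

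**Figure D4:**
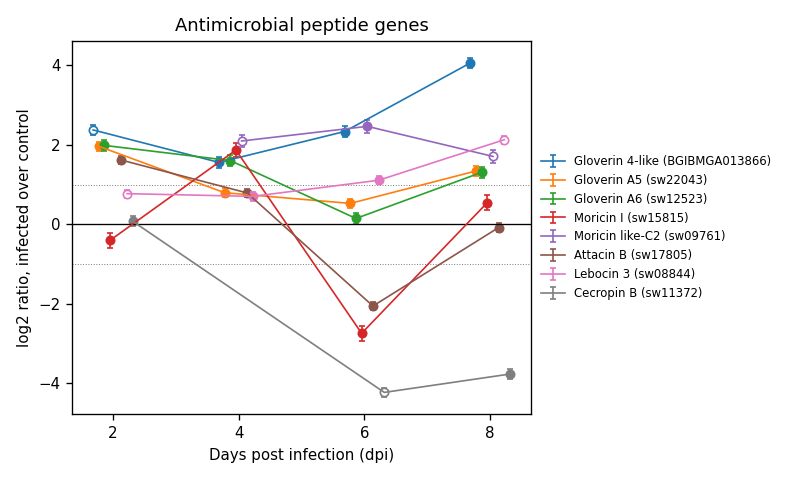
Log2 ratio of infected over control larvae for 8 AMP genes at 2, 4, 6 and 8 dpi. Bars are standard errors from limma (n = 3 arrays), open points have one channel at or below 400, and dotted lines mark a fold of 2. Gloverin 4-like lies at 4.06 at 8 dpi, and Moricin I at 1.87 at 4 dpi and -2.74 at 6 dpi.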

### Silkworm Phenoloxidase Cascade Melanization

Melanization played an important role in wound healing, encapsulation and microorganism- degradation [59], [60]. Phenoloxidase cascade melanization is an effective system including two main steps: first, recognition of the foreign target or the wound site as foreign. Second, one or more hemocytes are activated to perform a particular effector response [61]. A previous study on silkworms infected by *Bb* suggested that the serine protease cascade melanization pathway is significantly activated after infection [19]. Unexpectedly, most of the genes associated with the silkworm serine protease cascade melanization pathway were down-regulated in our data (Fig. 6A, Table S4). 

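Serpins, C-type lectins and melanization genes of Table S4 went both ways. Of 12 tested serpin probes, 8 were lower and 4 higher at least once, with 1 of them in both groups. Of 8 C-type lectin genes, 7 were lower and 1 higher, and of 6 melanization genes (5 enzymes and the defense protein DEP), 4 were lower and 3 higher, DEP among the higher, with 1 in both groups. PPAE2 (sw15390), a protease that activates prophenoloxidase, was lower at 8 dpi (-3.13 ± 0.17, adjusted p = 2.1e-08 from limma), and stood at -0.40 ± 0.17, 0.41 ± 0.17 and -0.58 ± 0.17 at 2, 4 and 6 dpi. Camera gave the serpins an adjusted p of 0.078 at 6 dpi. The lectins shifted downward at 8 dpi by camera (adjusted p = 0.03, and adjusted p = 0.32 with an estimated correlation). Of the genes taken by keyword as haemocyte markers, 1 was higher and 4 lower of 17 at 6 dpi, and 1 was lower of 12 at 8 dpi. The lower ones at 6 dpi include sw12154 and sw00266, annotated as metalloproteases with a disintegrin part. The list is therefore a loose guide to haemocytes. The counts were the same when adjusted over each list alone, and lists chosen on these arrays are not independent evidence.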

The increased expression of pattern recognition receptors, such as *βGRP2*, *βGRP4*, *PGRP-S3* and *PGRP-S4*, showed that silkworm had initially recognized the entered microsporidia and may have transmitted the signal to the insect innate immune system (Fig. 5A). After the recognition of pathogens, CLIP serine proteases (*CLIPs*) and serpins (*SPNs*), which serve as regulators of the serine protease cascade, were induced. 

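CLIP12 (sw22653), a clip-domain serine protease of the melanization cascade, was higher at 6 dpi (1.19 ± 0.14, adjusted p = 1.8e-05 from limma) and at least 1.54-fold higher (adjusted p = 1.4e-05) at 8 dpi. At 4 dpi it gave 0.36 ± 0.14. With the authors' normalized ratios its value at 6 dpi was 0.89, under the fold of 2. CLIP7 (sw20945) and CLIP15 (sw20515) did not reach 400 in either channel and were not tested. The net signal of CLIP7 at 8 dpi was 318 ± 72.2 in infected larvae and 71.6 ± 31 in controls (SD, n = 3), and that of CLIP15 35.3 ± 57.6 in infected larvae and 53.5 ± 61.9 in controls.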

Three *CLIP* genes were selected here, and two were up-regulated i.e., *CLIP7* (sw20945), *CLIP12* (sw22653), but *CLIP15* (sw20515), showed an opposite pattern. In addition, 13 of the 34 silkworm *SPN*s were altered, and 8 were down-regulated. 

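Serpins inhibit the serine proteases that trigger melanization. At 6 dpi 8 of 12 tested serpin probes were lower and 1 higher, at 8 dpi 4 of 10 lower and 4 higher, at 4 dpi 2 of 8 lower, and at 2 dpi none of 12 was called (limma, and the same when adjusted over the list alone). SPN16 (sw13114) fell to -4.68 ± 0.16, adjusted p = 1.2e-09 at 6 dpi and was at least 5.81-fold lower at 8 dpi, and SPN20 (sw06085) stood at -4.39 ± 0.14, adjusted p = 6.7e-10 at 6 dpi. SPN18 (sw19259) was at least 10.5-fold lower (adjusted p = 2.5e-10) at 6 dpi and SPN21 (sw11465) at least 3.28-fold lower (adjusted p = 3.3e-08). The 2 probes of SPN12 gave -3.71 (sw22015) and -4.31 (sw22273) at 6 dpi and -4.66 and -4.19 at 8 dpi. SPN8 (sw19598) was lower at 4 dpi (-1.04 ± 0.20) and 6 dpi (-1.27 ± 0.20) and higher at 8 dpi (2.46 ± 0.20, adjusted p = 5.1e-07). The SPN8 call at 6 dpi is lost under median centring (-0.34), and that at 4 dpi without replicate 1 (-0.95). The list was compiled from these arrays, so it is not independent evidence of its direction.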

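SPN1 (sw11925) was higher at 8 dpi (1.81 ± 0.16, adjusted p = 9.5e-07 from limma), as was SPN2 (sw18472) at 1.04 ± 0.08, adjusted p = 3.7e-07. SPN19 (sw16168) was higher at 6 dpi (1.24 ± 0.15, adjusted p = 2.7e-05) and 8 dpi (1.66 ± 0.15, adjusted p = 1.8e-06), and at 4 dpi gave 0.97 ± 0.15. SPN25 (sw16035) reached 0.93 ± 0.10, adjusted p = 8.2e-06 at 8 dpi, under the fold of 2. The SPN3 probe (sw15365) was dim in both channels and not tested, with mean net signals of 101 in infected larvae and 107 in controls at 8 dpi.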

Only the expression level of *SPN1* (sw11925), *SPN2* (sw18472), *SPN3* (BGIBMGA010212), SPN19 (sw16168) and *SPN25* (sw16035) was increased. CTLs were also involved in the regulation of insect melanization [62]. The 8 C-Type lectin encoding genes were modulated, and 7 of the 8 genes were down-regulated. 

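Lower C-type lectin genes included CTL7 (sw15509) at 6 dpi (-3.60 ± 0.10, adjusted p = 2.3e-10 from limma), CTL5 (sw15689) at 8 dpi (-3.29 ± 0.16, adjusted p = 7.2e-09) and CTL16 (sw07855) at 6 dpi (-1.21 ± 0.16) and 8 dpi (-4.95 ± 0.16, adjusted p = 5.0e-10). C-type lectins bind sugars on the surface of microbes. CTL4 (sw03832) fell to -5.48 ± 0.23, adjusted p = 5.0e-09 at 6 dpi and was at least 18.2-fold lower (adjusted p = 2.8e-09) at 8 dpi. At both 6 and 8 dpi, 5 of 7 tested lectin genes were lower and 1 higher, equal to the counts adjusted over the list alone. Under median centring CTL16 at 6 dpi was -0.60, short of the fold of 2. Because the study chose these lectins on these arrays, the list is not independent evidence of its direction.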

Only the expression of *CTL11* (BGIBMGA006623), which is highly expressed in the silkworm fat body, integument and gonads, was strongly induced from 4 to 8 dpi and increased more than 17-fold at 8 dpi. In addition, several key enzymes during the silkworm melanization process, such as phenoloxidase-activating enzyme (BmPPAE, sw20327), BmPPAE2 (sw15390), dopa-decarboxylase (BmDD, sw20014) and tyrosine hydroxylase (BmTH, sw13482) showed modulation. Three of these enzymes with the exception of BmPPAE performed an up to down-regulation profile. 

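The CTL11 probe sw22902 had a log2 ratio of -0.07 ± 0.13 at 2 dpi, and was higher at 4 dpi (2.54 ± 0.13, adjusted p = 2.0e-07 from limma), 6 dpi (3.16 ± 0.13, adjusted p = 3.4e-09) and 8 dpi (4.05 ± 0.13, adjusted p = 4.9e-10). The other CTL11 probe, sw21899, was higher at 6 dpi (2.93 ± 0.13, adjusted p = 6.2e-07), gave -0.06 ± 0.13 at 2 dpi and has no values at 4 and 8 dpi. The files describe sw22902 as immunolectin A. Under median centring its ratio at 6 dpi moved by over 1.5 times, to 4.03.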

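Tyrosine hydroxylase (TH, sw13482), which makes dopa, was lower at 8 dpi (-4.22 ± 0.20, adjusted p = 5.7e-09 from limma), after 0.71 ± 0.20, 0.55 ± 0.20 and 0.90 ± 0.20 at 2, 4 and 6 dpi. Dopa-decarboxylase (DD, sw20014), which turns dopa into dopamine, was at least 1.22-fold higher (adjusted p = 1.4e-06) at 6 dpi and at least 1.79-fold lower (adjusted p = 1.4e-06) at 8 dpi. Of the 6 melanization genes, 1 of 5 tested was higher at 4 dpi, 3 were higher and 1 lower of 6 at 6 dpi, and 1 was higher and 3 lower of 5 at 8 dpi. The gene higher at 4 and at 8 dpi was DEP, which is not an enzyme, so no enzyme of the list was called higher at these time points. The counts were the same when adjusted over the list alone. Camera gave the list an upward shift at 4 dpi (adjusted p = 0.043, and adjusted p = 0.37 with an estimated correlation). Taken from these arrays by the study, the list is not independent evidence of its direction. With an offset of 50 the DD ratios fell under the fold of 2, at 0.94 at 6 dpi and -0.93 at 8 dpi.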

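Between 6 and 8 dpi the log2 ratio of TH (BmTH) fell by 5.11 ± 0.28, adjusted p = 5.2e-08, and that of PPAE2 (BmPPAE2) by 2.55 ± 0.25, adjusted p = 4.1e-06 (limma's contrast). The DD (BmDD) ratio fell with an adjusted p of 1.4e-07, through one dim channel at each time point. TH and PPAE2 were not called at 2, 4 or 6 dpi, and DD was the one enzyme of the list called higher at one time point and lower at another.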

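PPAE (sw20327), which cleaves prophenoloxidase into its active form, was higher at 6 dpi (1.39 ± 0.15, adjusted p = 6.6e-06 from limma). At 2 and 4 dpi it gave 0.36 ± 0.15 and 0.21 ± 0.15, and at 8 dpi 0.94 ± 0.15, adjusted p = 0.00014, under the fold of 2. The BmPPAE ratio at 6 dpi was larger than at 4 dpi by 1.19 ± 0.21, adjusted p = 0.0007.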

BmPPAE, which was highly expressed in the head and hemolymph, and it was consistently up-regulated from 2 to 8 dpi. These findings indicate that BmPPAE is important in hemolymph melanization toward the invasive *N. bombycis*. 

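PPO1 (sw21973), a prophenoloxidase, was at least 1.45-fold lower (adjusted p = 0.00038) at 6 dpi from limma and stood at 0.12 ± 0.16 at 2 dpi. Its spot has no values at 4 and 8 dpi. Under median centring its fitted ratio at 6 dpi was -0.87, short of the fold of 2. PPO2 (sw05534) gave -0.10 ± 0.11, -0.35 ± 0.11 and -0.24 ± 0.11 at 2, 4 and 6 dpi and -0.75 ± 0.11, adjusted p = 0.0001 at 8 dpi, none of them called.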

PPO, served as a melanization effector that was induced, and PPO1 (sw21973) was down-regulated at 6 dpi. These results showed that the expression of many genes associated with the melanization pathway was suppressed after *N. bombycis* invasion, particularly from 6 to 8 dpi.

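Over the CLIP, serpin, C-type lectin and melanization genes, few calls were made before 6 dpi. At 2 dpi none of 12 serpin probes, 7 lectins and 4 melanization genes was called. At 4 dpi CTL11 and DEP were higher and SPN8 and SPN12 (sw22015, -1.04 ± 0.20, and -0.79 without replicate 1) were lower. CTL15 (sw00143) was at least 5.02-fold lower (adjusted p = 2.3e-08) at 6 dpi, CTL9 (sw09190) at least 2.83-fold lower (adjusted p = 3.7e-09), and SPN6 (sw16003) at least 1.13-fold lower (adjusted p = 2.3e-05), all from limma. At 8 dpi CTL18 (sw08273) was at least 1.95-fold lower (adjusted p = 3.8e-06). For serpins the calls at 6 dpi were 1 higher and 8 lower, and at 8 dpi 4 higher and 4 lower.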

**Figure 6:**
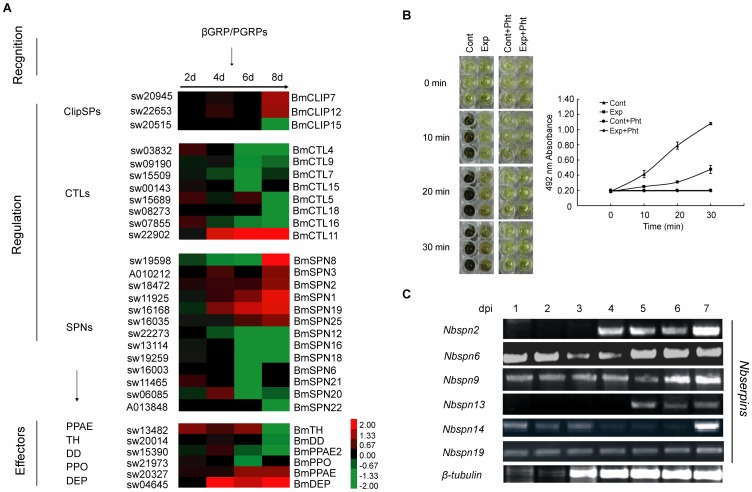
*N. bombycis* perturbed the silkworm serine protease cascade melanization pathway. (A) Cluster diagram of the induced genes involved in the serine protease cascade melanization pathway. See Table S4 for a detailed view of the cluster ratios. (B) Measurement of the melanization speed of silkworm plasma. The silkworms were oral-infected by *N. bombycis* and hemolymph was collected at 10 dpi. The cell-free plasma was obtained and three replicates were performed. The averages represented the three replicates from one experiment and the error bars in the graph indicated the standard deviation (SD) value. Cont: Uninfected silkworm larvae. Exp: Silkworm treated with *N. bombycis* spores. Pht: phenylthiourea. (C) Transcriptional analysis of of *N.b.serpins* using RT-PCR. *Nbserpin2* (SilkPathDB No. NBO_18g0004), *Nbserpin6* (NBO_34g0030), *Nbserpin9* (NBO_39i001), *Nbserpin13* (NBO_124g0001), *Nbserpin14* (NBO_372g0002), *Nbserpin19* (NBO_1570g0002).

Insect melanization is an important and special congenital immune defense mechanism that is caused by the serine protease cascade melanization pathway after pathogen invasion. After the infection of *N. bombycis*, silkworm larvae often acquired the formation of dark, melanized spots or areas on the cuticle. But no similar situation was observed in other infected tissues, such as fat body, midgut and silkgland. In this data, genes of the serine protease cascade in melanization pathway were induced but finally the key effectors (BmDD, BmTH and BmPPO) involved in the pathway were down-regulated. 

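The net signal of TH at 8 dpi was 2121 ± 103 in infected larvae and 37205 ± 3787 in controls (SD, n = 3), and that of DD 324 ± 33.6 in infected larvae and 661 ± 74.5 in controls. PPO1 had a net signal of 242 ± 86 in infected larvae and 676 ± 161 in controls at 6 dpi. From 2 to 8 dpi the log2 ratio of BmTH fell by 4.93 ± 0.28, adjusted p = 7.9e-08 (limma's contrast). PPO1 was lower on all 3 arrays at 6 dpi, and TH and DD on all 3 at 8 dpi.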

A suppression of melanization by microsporidia occurred and it suggested the host encountered the loss of efficient melanization as a result of *N. bombycis* infection. A test towards the melanization speed of silkworm plasma was completed. The absorbance at 492 nm of the plasma was measured to quantify the levels of melanization, and the phenylthiourea-treated plasma was used as a negative control for the assay. Interestingly, the result showed that the plasma isolated from *N. bombycis* infected larvae darkened slower than the control (Fig. 6B), which is consistent with previous analysis. Serpins are a broadly distributed family of protease inhibitors that use a conformational change to inhibit target enzymes [63]. They are central in controlling many important proteolytic cascades, including the insect serine protease cascade in melanization pathways [60]. In *N. bombycis* genome data, 19 serpin genes were indentified and 6 of them were predicted as secreted serpins, which may be involved in regulation of the host serine protease cascade in melanization pathway [16]. Here, we surveyed the transcriptional level of 6 *N.b. serpins* at 1 to 7 dpi in the mid-gut of *N. bombycis* infected silkworm (Fig. 6C). Interestingly, *Nbspn6*, *Nbspn9*, *Nbspn14* and *Nbspn19* were transcribed persistently during the infected process. *Nbspn*2 and *Nbspn13* were highly expressed at the later stage of infection. The expression of *N.b. serpins* of *N. bombycis* may suppress the proteolysis of PPO to active PO and finally cause a suppression of melanin formation. It may become a reason why the plasma of infected larvae had slower darkening.

Meanwhile, defense protein (DEP, sw04645), which was isolated from silkworm fat body and contained a reeler domain, was verified to be involved in the nodulation response and enhance phenoloxidase activity [64], indicating an important role of DEP in the prophenoloxidase activation cascade. Here, the expression of DEP was significantly increased after the infection and up to ∼11 fold at 8 dpi. This suggested that the silkworm was trying to increase the PO activity to defend the microsporidia, however, the down-regulated expression of *BmTH*, *BmDD* and *BmPPO* caused the formation of melanin to remain low in level. Thus, in the infected group, we observed a few infected silkworms with typical dark spots on the larvae cuticle, like the pepper scattered. 

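The DEP probe (sw04645) was at least 2.01-fold higher (adjusted p = 2.0e-05) at 4 dpi, higher at 6 dpi (1.43 ± 0.18, adjusted p = 3.4e-05 from limma) and at least 5.08-fold higher (adjusted p = 1.3e-08) at 8 dpi. At 8 dpi its net signal was 1884 ± 228 in infected larvae and 166 ± 43 in controls (SD, n = 3), with the control channel at or below 400 on every array. At 2 dpi both channels were dim and it was not tested. The DEP ratio at 8 dpi was larger than at 6 dpi, with an adjusted p of 3.2e-05.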

The main part of silkworms showed no pepper lesion on the cuticle. However, insect melanization is a complex process during the immune response, more evidence is needed to decipher the mechanism of silkworm to resist *N. bombycis* infection.

### Silkworm Cellular Immunity

The innate immune system in insects is divided into humoral and cellular defense responses. Cellular defenses refer to hemocyte-mediated responses, such as phagocytosis and encapsulation. Many immune factors: lysozyme, scavenger receptors (SCRs) and lectins, are involved in the cellular immune response [65]. After the infection of *N. bombycis*, the cellular immune response is triggered (Fig. 7A). 

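Lysozymes cleave bacterial cell walls. At 8 dpi the lysozyme probes sw00728, sw13847 and sw01851 were higher, at 1.49 ± 0.17, adjusted p = 1.1e-05, 1.11 ± 0.13, adjusted p = 1.5e-05 and 1.15 ± 0.16, adjusted p = 6.7e-05 (limma). Probe sw00728 was also higher at 6 dpi (2.05 ± 0.17). Probe sw13847 was higher at 2 dpi (1.01 ± 0.13) and 4 dpi (1.19 ± 0.13) and lower at 6 dpi (-1.21 ± 0.13). Its call at 2 dpi is lost with the time point fitted alone (adjusted p = 0.086), without replicate 1 (0.95) or replicate 3 (0.97), and that at 6 dpi under median centring (-0.55). Tables S8 and S9 give the names LYS1 and LYS2 to sw00728 and sw13847 the other way round.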

Three lysozyme (LYS) genes (sw00728, sw13847 and sw01851) were induced, all had approximately 2-fold up-regulation at 8 dpi. A similar phenomenon was seen in *Drosophila* flies infected by *Octosporea muscaedomesticae* [66]. Chintin is known as a major component of the spore wall of *N. bombycis* spores and many lysozymes have chitinase activity. It has been suggested that the induced lysozymes disturb the formation of the spore wall. Immunoglobulin superfamily (IgSF) proteins are known for their ability to specifically recognize and adhere to cells [67]. Four immunoglobulin encoding genes, *IG2* (sw02946), *IG6* (sw20465), *IG8* (sw09094) and *IG9* (sw01099), were induced, and three were up-regulated, suggesting a function for binding to the spores and neutralizing harmful effects [68]. 

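At 6 dpi IG2 (sw02946), IG8 (sw09094) and IG9 (sw01099) were higher, at 1.13 ± 0.24, adjusted p = 0.0014, 1.11 ± 0.23, adjusted p = 0.0011 and 1.17 ± 0.19, adjusted p = 0.00022 (limma). Genes of the immunoglobulin superfamily code for surface and secreted binding proteins. At 8 dpi the 3 stood at 0.56 ± 0.24, 0.47 ± 0.23 and 0.49 ± 0.19, none of them called. IG6 (sw20465) was tested at 8 dpi alone, where it was at least 1.6-fold lower (adjusted p = 3.2e-08).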

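Of 29 cellular immune genes in Table S8, apart from its C-type lectins, which were mostly lower, 27 were tested and all 27 called at one time point or more, 17 higher and 12 lower, with 2 in both groups. IRP1 (sw04276) was at least 3.54-fold higher (adjusted p = 5.5e-06) at 4 dpi and at least 4.45-fold higher (adjusted p = 6.4e-09) at 6 dpi (limma). Superoxide dismutase SOD4 (sw14555), which removes superoxide, was higher at 6 dpi (2.01 ± 0.12, adjusted p = 7.9e-08), and SOD3 (sw00814) was at least 3.29-fold lower (adjusted p = 3.9e-06) at 8 dpi. Peroxidases went both ways. HPX14 (sw20315) was higher at 6 dpi (2.50 ± 0.09, adjusted p = 1.3e-09), as were HPX4 (sw21485, annotated as a reverse transcriptase, 3.60 ± 0.26) and HPX5 (sw17863, 3.22 ± 0.25), while HPX13 (sw08597) was at least 6.3-fold lower (adjusted p = 1.9e-09), HPX7 (sw20228) at least 4.57-fold lower and HPX17 (sw02487) at least 2.68-fold lower. Catalase CAT1 (sw03619) was higher at 6 dpi (1.53 ± 0.12) and 8 dpi (1.59 ± 0.12). By time point, 2 of 17 tested were higher and 0 lower at 2 dpi, 4 of 19 and 0 at 4 dpi, 13 of 23 and 9 at 6 dpi, and 9 of 25 and 8 at 8 dpi, with equal counts when adjusted over the list alone. Camera called a shift at 4 dpi (adjusted p = 0.0054, and adjusted p = 0.37 with an estimated correlation). Without replicate 1, HPX5 at 8 dpi fell under the fold of 2 (0.94). The study selected the list on these arrays, so it is not independent evidence of its direction.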

Several members of cellular immune-associated gene families, such as the coding genes for immune-related proteins (IRPs), SOD, peroxidase (HPX) and caspase (CASP) were also induced (Table S8), indicating that an extensive cellular response occurred to cope with the infection of *N. bombycis*.

**Figure 7:**
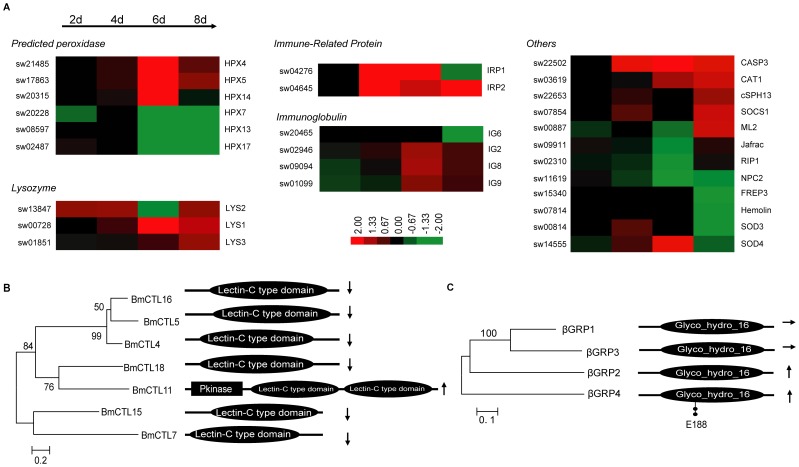
*N. bombycis* induced a silkworm cellular immune response. (A) Cluster of cellular immune response families. See Table S8 for a detailed view of the cluster ratios. (B,C) The phylogenetic analysis and domain prediction of *N. bombycis* induced BmCTLs and βGRPs. The up-regulated genes were indicated by the arrows pointing upward. The arrows pointing downward showed the down-regulated genes. If the genes were not induced in our data, horizontal arrows were used to represent them.

Lectins are sugar-binding proteins that play a role in biological recognition and cell adhesion. They can facilitate the condensation of infectious microorganisms during the immune response [44], [62], [69]. *CTL* genes are also involved in the regulation of insect melanization. In our data, eight of the 22 identified C-type lectin genes were modulated, and 7 were down-regulated. 

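In net signal, CTL4 at 6 dpi stood at 261 ± 135 in infected larvae and 11723 ± 1865 in controls (SD, n = 3), CTL7 at 594 ± 127 in infected larvae and 7643 ± 1267 in controls, and CTL16 at 8 dpi at 1570 ± 134 in infected larvae and 46031 ± 6058 in controls. Each was lower on all 3 arrays. From 6 to 8 dpi the log2 ratio of BmCTL7 rose by 3.04 ± 0.14, adjusted p = 1.1e-08, while that of BmCTL5 fell by 4.07 ± 0.23, adjusted p = 5.6e-08 (limma's contrast). CTL9 was at least 1.38-fold lower (adjusted p = 1.2e-06) at 8 dpi. CTL12 (sw01521), listed in Table S9 after other pathogens, was dim in both channels and not tested.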

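The log2 ratio of BmCTL11 (sw22902) grew from 2 to 4 dpi by 2.61 ± 0.18, adjusted p = 7.3e-06, from 4 to 6 dpi by 0.62 ± 0.18, adjusted p = 0.014 and from 6 to 8 dpi by 0.89 ± 0.18, adjusted p = 0.0012 (limma's contrasts). Its net signal at 2 dpi was 5374 ± 831 in infected larvae and 5294 ± 399 in controls (SD, n = 3), and at 8 dpi 27560 ± 2662 in infected larvae and 1587 ± 96.6 in controls. No other lectin of the list was called higher at any time point.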

Only the expression of *CTL11* (sw22902) was persistent up-regulation during the *N. bombycis* infection suggesting that CTL11 performs a special promotion in immunoresponse to *N. bombycis* invasion. In order to explore the differences among these induced CTLs in sequences, a phylogenetic tree was reconstructed using MEGA 4.0 with 1,500-times bootstrap sampling. Domains were predicted by pfam software (Fig. 7B). Results showed that only CTL11 had a conserved protein kinase domain besides two lectin-C type domains. In *Arabidopsis thaliana*, a new class of putative plant receptor kinase with an extracellular lectin-like domain was discussed with regard to the transduction of oligosaccharide and plant hormone signals [70]. A receptor-like protein kinase with a lectin-like domain from *Populus nigra var. italica* was shown to be expressed in response to wounding and perform phosphorylation activity [71]. The up-regulation of *CTL11* suggests that it plays an important role in both spore recognition and immune signal transduction. Further studies with regard to CTL11 functionality will help us to understand the recognition and immunity of *N. bombycis.* Moreover, it has become a potential target gene to elevate the silkworm disease resistance.

Similarly, we performed phylogenetic analysis and domain prediction of βGRPs, HPXs and BmSPNs (Fig. 7C and Fig. S4). The results showed that β-GRPs all possessed glycosyl hydrolases family 16 domian. β-GRP4 was clustered into one clade and predicted to have the catalytic residues (E188). 

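From 2 to 8 dpi the log2 ratio of β-GRP4 (βGRP4 in Table S4, sw20413) grew by 1.95 ± 0.34, adjusted p = 0.0005, and from 4 to 8 dpi by 1.25 ± 0.34, adjusted p = 0.0099 (limma's contrasts). Its net signal was 8249 ± 4569 in infected larvae and 5074 ± 319.8 in controls (SD, n = 3) at 2 dpi, 36135 in infected larvae and 16164 in controls at 4 dpi, 37816 in infected larvae and 7928 in controls at 6 dpi and 38102 ± 4759 in infected larvae and 6628 ± 285 in controls at 8 dpi. The gene was higher on all 3 arrays at 4, 6 and 8 dpi.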

During the infection, β-GRP4 was persistently modulated from 2 to 8 dpi. The catalytic residues may play an important role in recognition of the microsporidia. A further study with regard to the interaction between β-GRP4 and *N. bombycis* will be crucial to further understanding of host recognition of invasive spores. However, the sequence analysis of HPXs and BmSPNs show no special characteristics among the induced members. Thus, a detailed and integrated analysis of the induced genes involved in immune-related gene families is necessary.

### Preliminary Identification of *N. bombycis* Specific-induced Immune Factors

A survey on silkworm gene responses to *Bb*, nuclear polyhedrosis virus (NPV), *Escherichia coli* (*E. coli*) and *Beauveria bassiana* (*B. ba*) was reported by LL Huang *et al,* who also used 23 K silkworm genome oligonucleotide chip (CapitalBio) [19], [72]. When we compared our results with the studies of LL Huang *et al*, we observed striking differences. After parasitic infection, 70 immune-related genes were recorded as significantly induced (listed in Table S9). Out of these, 14 immune genes were in common with the previous study, while 39 are *N. bombycis* specific induced genes (Fig. 8A). 

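Among the immune genes of Table S9 that were listed for this parasite alone, 33 of 34 tested genes were called at one time point or more, 17 higher and 19 lower, with 3 in both groups. Among the 31 listed after other pathogens, 21 were tested and 13 called, 10 higher and 6 lower, with 3 in both groups (limma). FREP3 (sw15340), a fibrinogen-related lectin, was higher at 2 dpi, with a control channel at or below 400 (adjusted p = 0.0096). This call is lost with the time point fitted alone (adjusted p = 0.15), without replicate 3 and with the authors' normalized ratios. Hemolin (sw07814), an immunoglobulin of the hemolymph, was at least 2.05-fold lower (adjusted p = 4.5e-06) at 8 dpi. The lists were the study's choice, the first of them on these arrays, so its count is not independent evidence of its direction.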

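Of the 39 genes listed for this parasite alone, 6 of 31 tested were higher and 0 lower at 2 dpi, 5 of 22 and 2 at 4 dpi, and 9 of 33 and 16 at 6 dpi, also when adjusted over the list alone (limma). Camera gave this list adjusted p values of 0.094 at 2 dpi, 0.19 at 4 dpi and 0.35 at 6 dpi. Of the genes listed after other pathogens, 3 of 19 were higher and 0 lower at 2 dpi, 2 of 19 and 0 at 4 dpi, 4 of 20 and 6 at 6 dpi, and 7 of 19 and 1 at 8 dpi. That list shifted upward by camera at 4 dpi (adjusted p = 0.024, and adjusted p = 0.38 with an estimated correlation). The scavenger receptor gene SCRASP4 (sw05844) was at least 4.43-fold lower (adjusted p = 1.1e-07) at 6 dpi and at least 1.78-fold lower at 8 dpi, and the peroxiredoxin gene Jafrac (sw09911) was lower at 6 dpi (-1.21 ± 0.10, and -0.57 under median centring). Having been chosen on these arrays, the first list is not independent evidence of its direction.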

The *N. bombycis*-specific genes are found in different roles involved in recognition, signal transduction, modulation and effectors (Fig. 8B). These genes also had diverse expression patterns throughout the course of infection (Fig. 8C). 

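Genes with different roles changed in different directions. Among recognition genes, ML2 (sw00887), of a family that binds lipids, was lower at 6 dpi (-1.004 ± 0.14) and higher at 8 dpi (1.55 ± 0.14, adjusted p = 1.1e-06 from limma), and NPC2 (sw11619), a sterol carrier, was lower at 6 dpi (-1.81 ± 0.19, adjusted p = 7.3e-06) and 8 dpi (-1.09 ± 0.19). Among modulators RIP1 (sw02310) was at least 7.02-fold lower (adjusted p = 5.0e-09) at 6 dpi, and among signal transducers SPZ2 was called at 2, 6 and 8 dpi. The ML2 call at 6 dpi is lost under median centring (-0.18), and the NPC2 call at 8 dpi without replicate 2 (-0.97). SOCS1 (sw07854), a feedback inhibitor of JAK/STAT signalling, was dim in both channels and not tested.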

Scavenger receptors are a group of receptors that recognize modified low-density lipoprotein and known as analogue to pattern recognition receptors of mammals. In insect, SCRs also work for pathogen recognition in the innate immune system [73]. One class B SCR gene, known to be involved in the phagocytosis of microorganisms in *Drosophila*, BmSCRB9 (BGIBMGA011408) was specifically upregulated after infection. 

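The SCRB9 probe (sw22236) did not reach a mean net signal of 400 in either channel and was not tested. Its net signals were 363 ± 64.8 in infected larvae and 365 ± 30.4 in controls (SD, n = 3) at 2 dpi, 175 in infected larvae and 163 in controls at 4 dpi, 259.7 in infected larvae and 344 in controls at 6 dpi and 344 ± 109.8 in infected larvae and 156 ± 52.8 in controls at 8 dpi. Other class B scavenger receptors, which take up lipids and microbes, gave no call: SCRB2 (sw22339) had log2 ratios of -0.18 ± 0.27, 0.38 ± 0.27, 0.05 ± 0.27 and -0.15 ± 0.27 at 2, 4, 6 and 8 dpi, and SCRB10, SCRB11 and SCRB12 were not tested.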

BmSCRB9 was speculated to have a role in *N. bombycis* recognition during the infection. Moreover, a set of CLIPs and SPNs, which are important early regulators in insect immune responses, were also specifically induced. About 69% and 40% of specific SPNs and CLIPs were down-regulated, respectively. 

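Of the 13 serpin probes of Table S4, 12 were tested and 8 called lower at one time point or more. Among the 3 CLIP genes, only CLIP12 was tested, and it was called higher and never lower (limma). From 6 to 8 dpi the log2 ratio of BmSPN20 rose by 3.69 ± 0.19, adjusted p = 3.9e-08 and that of BmSPN8 by 3.73 ± 0.28, adjusted p = 5.8e-07, while BmSPN12 sw22015 fell by 0.95 ± 0.29, adjusted p = 0.014. CLIP13 (sw20339), listed in Table S9 after other pathogens, gave -0.94 ± 0.18, adjusted p = 0.00083 at 6 dpi and was not called. The serpins and CLIP genes were drawn from these arrays, so their shares are not independent evidence.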

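Gloverin 4-like (BGIBMGA013866) was higher on all 3 arrays at each time point, with net signals at 8 dpi of 6926 ± 1141 in infected larvae and 412 ± 28 in controls (SD, n = 3). Gloverin A6 (sw12523) at 2 dpi stood at 7602 ± 1396 in infected larvae and 1843 ± 193 in controls. From 2 to 6 dpi the log2 ratio of Gloverin A4 (BGIBMGA013864) fell by 1.04 ± 0.16, adjusted p = 0.0016 (limma's contrast). Moricin like-C2 (sw09761) at 6 dpi had a net signal of 1334 ± 359 in infected larvae and 300.3 ± 119 in controls. Moricin I gave -0.40 ± 0.18 at 2 dpi and 0.55 ± 0.18, adjusted p = 0.02 at 8 dpi, neither called.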

Interestingly, the gene expression of all the *N. bombycis* specific-induced *Gloverins* (BGIBMGA013866, BGIBMGA013865, BGIBMGA005658, and BGIBMGA013864) and *Moricins* (BGIBMGA011521, sw09761) were up-regulated. These results suggest that the AMP families of Gloverin and Moricin act as the major effectors to resist the infection by *N. bombycis*. Here, the preliminarily identified *N. bombycis*-specific response factors could serve as candidate genes for the selection of transgenic silkworm with high resistance to *N. bombycis* or as structural models for anti-microsporidia drug design. However, it was difficult at these results to draw firm conclusions, because different intervals of sample collection were used in these two studies, which could have given different responses.

**Figure 8:**
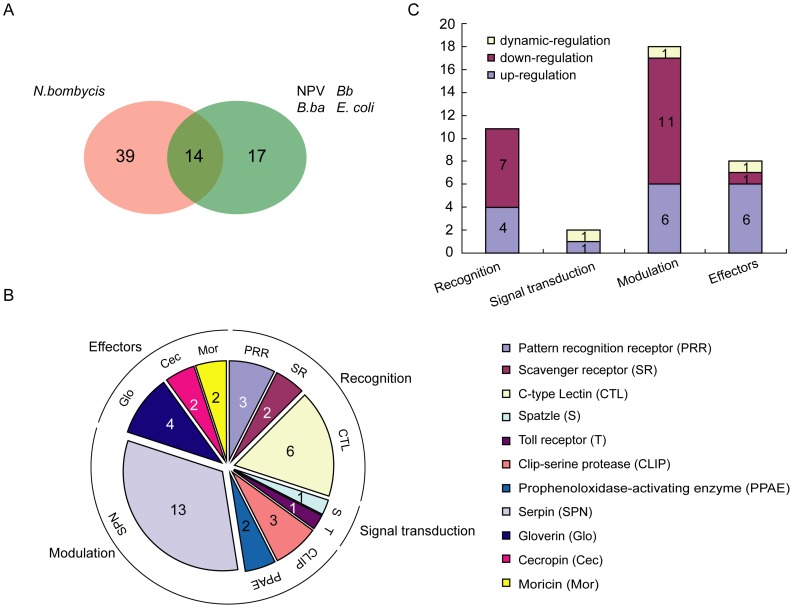
Analysis of *N. bombycis* specifically induced immune-related genes. (A) Number of induced genes common or unique in the different infections. NPV, *Bb* and *B.ba* represented nuclear polyhedrosis virus, *Bacillus bombyseptieus* and *Beauveria bassiana*, respectively. (B) Distribution of induced genes according to their functional categories in silkworm immune pathways. (C) The induced patterns of specific genes involved in different functions. See Table S9 for the ratio of silkworm immune-related genes induced by different pathogens.

### Real-time Quantitative PCR Analysis

To validate the differential expression of genes measured by microarray, 9 genes were randomly selected from the induced genes for real-time quantitative PCR analysis: peptidoglycan recognition protein-short 3 (PGRP-S3), PGRP-S4, β-glucan recognition protein 2 (β-GRP2), out domain containing protein (OTC), SPN12, CTL11, DEP, adenylate cyclase (ADC) and alkaline_phosphatase (ALP). 

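Over the 4 time points, 6 of the 9 RT-qPCR genes were higher on the arrays at least once and 3 lower. OTC (sw01191), which the deposited annotation describes as similar to the zinc finger protein Cezanne, was lower at 4 dpi (-4.70 ± 0.13, adjusted p = 2.2e-09 from limma), at least 12.6-fold lower (adjusted p = 6.0e-10) at 6 dpi and at least 4.03-fold lower at 8 dpi. ALP (sw18399), an alkaline phosphatase of the gut, was lower at 4 dpi (-3.44 ± 0.21, adjusted p = 8.0e-07) and 8 dpi (-4.59 ± 0.21, adjusted p = 5.0e-09) and at least 5.6-fold lower at 6 dpi. ADC (sw19962) was at least 1.26-fold higher (adjusted p = 0.0032) at 4 dpi, at least 2.38-fold higher at 6 dpi and at least 3.18-fold higher at 8 dpi. The reference gene TIF2 (sw22934) had log2 ratios of 0.16 ± 0.09, 0.18 ± 0.09, -0.01 ± 0.09 and 0.45 ± 0.09 at 2, 4, 6 and 8 dpi, none of them called. The 9 genes were selected on these arrays, and the RT-qPCR values themselves were not analysed here.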

Our results indicate that the tendency of the expression level of the 9 genes at four different time points had pattern similar to those measured by microarray analysis (Fig. 9), thus, confirming the accuracy of the results of microarray data in this study.

**Figure 9:**
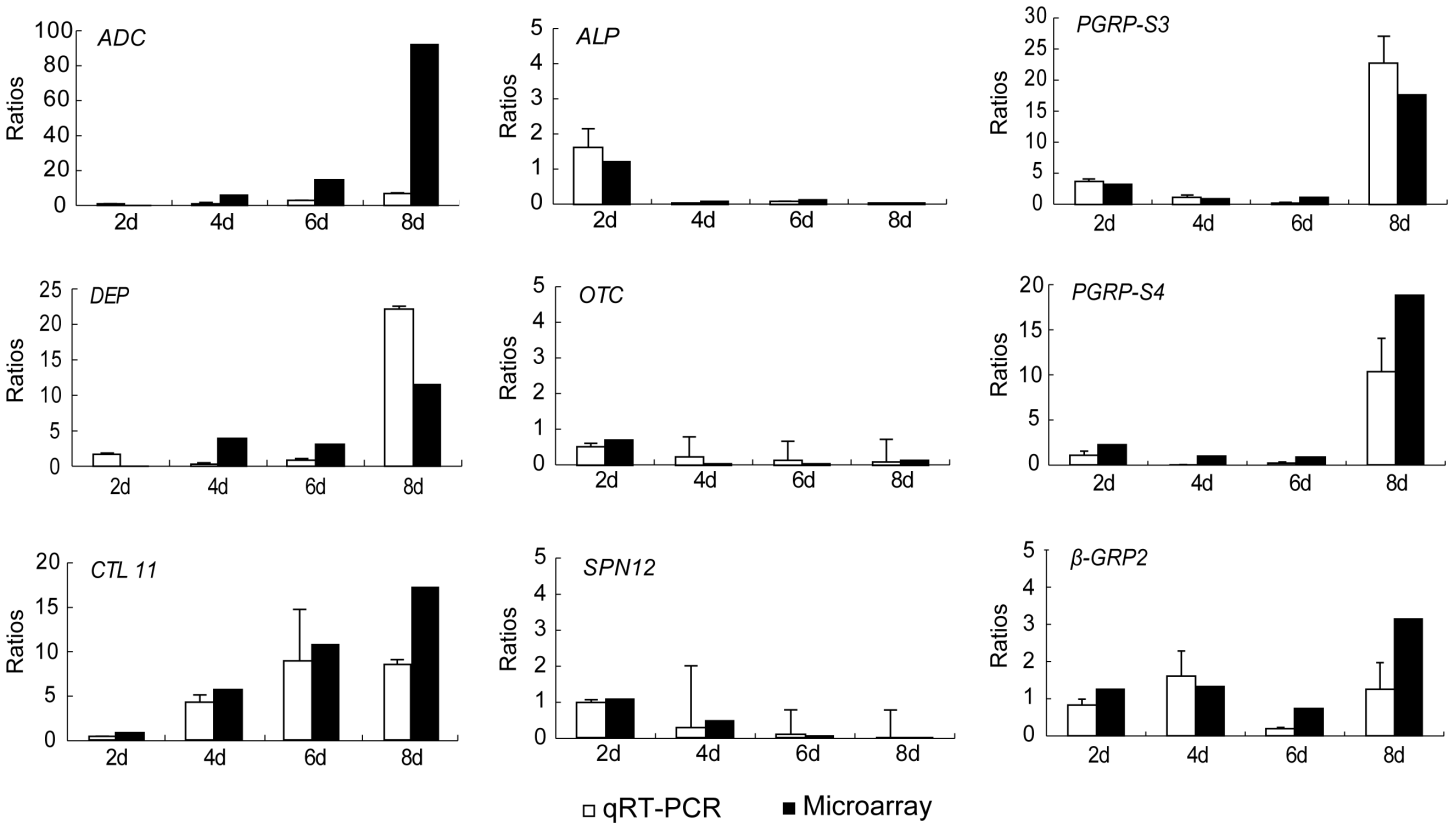
Real-time quantitative PCR was used to validate the differential expression of genes measured by microarray. A total of 9 genes, including peptidoglycan recognition protein-short 3 (*PGRP-S3*), *PGRP-S4*, β-glucan recognition protein 2 (*β-GRP2*), out domain containing protein (*OTC*), serpin12 (*SPN12*), C-type lectin 11 (*CTL11*), defense protein (*DEP*), adenylate cyclase (*ADC*) and alkaline phosphatase (*ALP*), at four time points was selected for primer design. The detailed sequences of the related primers are listed in Table S1.

## Conclusions

We challenged silkworm with *N. bombycis* isolate CQ1 and obtained the microarray data at 2, 4, 6 and 8 dpi. With subsequent analysis, we captured the molecular events defining the host response to *N. bombycis* infection (Fig. 10). A complex and strong host response in silkworm was induced. The invasion of *N. bombycis* altered the expression of genes involved in JH biosynthesis and metabolism pathway, which could affect the physiological and development process of ecdysis and the metamorphosis of infected silkworm larvae. In addition, eight types of basal metabolism were significantly modulated after the infection of *N. bombycis*. The enhancement of the basal transcription level meets the requirements for the host silkworm and microsporidia. To combat proliferous microsporidia, silkworm activated complex immune responses as follows: 1) β-GRP2/4 participated in recognition of invasive *N. bombycis* and triggered Toll signaling pathway. Meanwhile, membrane receptor *BmDome* was up-regulated and induced the response of JAK/STAT pathway. 2) The effectors of systemic immunity, particularly the AMPs (gloverins, lebocins and moricins) showed up-regulation during the infectious progress. 3) silkworm serine protease cascade melanization pathway was also induced, but a loss in effective melanization limited the pathogen clearance ability of the silkworm. The secreted serpins of the invasive *N. bombycis* may be involved in inhibiting the activity of silkworm serine proteases and then disturbed the formation of dopamine melanin. 4) Cellular immune effectors, such as lysozymes, immune-related proteins and immunoglobulins were also up-regulated to manage the microsporidia.

**Figure 10:**
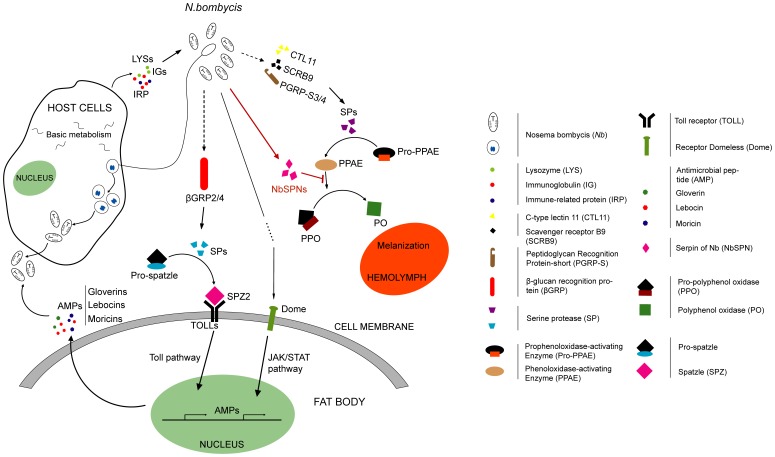
Schematic overview of the process for silkworm recognition and response to the invasion of *N. bombycis*. After *N. bombycis* oral infection, the invasive spores affected the expression of genes involved in the JH biosynthesis and metabolism pathway and may perturb the silkworm hormonal balance. In addition, the basal metabolisms of host cells were disturbed and spores execute the life cycle at intra-cellular. To combat proliferous microsporidia, the silkworm activated Toll and JAK/STAT signaling pathway and secreted the antimicrobial peptides. The serine protease cascade melanization pathway was also induced, but the secreted serpins of the invasive *N. bombycis* may participate in inhibiting the activity of silkworm serine proteases and then disturb the conversion of PPO to active PO. Meanwhile, the cells could also release the cellular immune effectors, such as lysozymes, IRPs and immunoglobulins to manage the microsporidia.

In summation we found an integral host response at the transcriptional level to microsporidia infection and preliminary identified the *N. bombycis* specifically induced immune-related genes. We found *N. bombycis* infection increased the rate of basal metabolism and disturbed the synthesis and metabolism of silkworm JH. Moreover, we obtained the evidences that Toll, JAK/STAT and melanization pathway were all induced during the *N. bombycis* infection, which is helpful to construct a global comprehension of molecular immunoresponse. Some important genes involved in pathogen recognition, immunoregulation, and immuoeffectors were obtained, and our results also suggested that the melanization pathway could be perturbed by the pathogen secreted proteins, providing interesting clues for further research on host-parasite interaction. The identification of *N. bombycis*-specific response factors could provide structural models for anti-microsporidia drug design or candidate genes for generating transgenic silkworms with high resistance to *N.bombycis*. Additionally, 90% agricultural pests belong to Lepidoptera, silkworm as the model of Lepidoptera; thus, allowing us to explore the potential drug target proteins in silkworm immunoresponse to intracellular parasites as the vulnerability of pests, which can also be utilized in pest control.

## Supporting Information

Figure S1 **Observation of purified spores and** ***N. bombycis*** **oral-infected silkworms.** (A) *N. bombycis* spores as visualized by optical and electron microscopes. (B) Oral infection with isolated *N. bombycis* causes severe pébrine, which is similar to natural infection. Cont:Uninfected silkworm larvae. *N. bombycis* infected silkworm larvae exhibited prickly ash spots on the cuticles and *N. bombyci*s-infected silkworms molted with difficultly. The disease symptoms were similar to spore infection under natural conditions (the picture of natural infected silkworm was quoted from http://cs.gxcy.gov.cn).
(TIF)

Figure S2 **Observation of silkworms at different infection time points.** C: Uninfected silkworms. Exp 1: silkworms fed with 5×10^4^ spores per larvae. Exp 2: silkworms fed with 1×10^5^ spores per larvae. Exp 3: silkworm fed with 3×10^5^ spores per larvae. d: days post-infection.
(TIF)

Figure S3 ***N. bombycis*** **spores in different tissues of severely infected silkworms at day 10.** (A∼F) Observation of *N. bombycis* spores in the midgut, fat body, silk gland, hemolymph, malpighian tubule and ovary, respectively.
(TIF)

Figure S4 **Phylogenetic analysis and domain prediction of HPXs(A) and BmSPNs (B).** The phylogenetic tree was reconstructed using MEGA 4.0 with 1,500-times bootstrap sampling and domains were predicted by pfam software. The up-regulated genes were indicated by the arrows pointing upward. The arrows pointing downward showed the down-regulated genes.
(TIF)

Table S1 **Gene specific primers for real-time quantitative PCR.**
(DOC)

Table S2 **Ratios and annotation of all** ***N. bombycis*** **induced genes.**
(XLS)

Table S3 **Genes involved in the 14 major clusters of induced expression profile analysis and the corresponding log_2_ value of their fold change.**
(XLS)

Table S4 **The ratios of genes mentioned in this report.**
(DOC)

Table S5 ***N. bombycis*** **induced enzymes involved in general metabolism of silkworm by KEGG prediction.**
(DOC)

Table S6 **The number of differential expression genes in basic metabolism pathways.**
(DOC)

Table S7 **Gene specific primers for real-time quantitative PCR in Toll and JAK/STAT pathways in silkworm.**
(DOC)

Table S8 **Genes related to** ***N. bombycis*** **induced silkworm cellular immune response.**
(DOC)

Table S9 **Ratio of silkworm immune-related genes induced by different pathogens.**
(XLS)

# Supplementary material for: Genome-Wide Transcriptional Response of Silkworm (Bombyx mori) to Infection by the Microsporidian Nosema bombycis
**Source:** PLoS One. 2013 Dec 30;8(12):e84137. doi: 10.1371/journal.pone.0084137
**Supplement:** Table S1 — Gene specific primers for real-time quantitative PCR.

| **Table S1** | | | | |
| --- | --- | --- | --- | --- |
| **Gene specific primers for real-time quantitative PCR** | | | | |
| Gene ID | Probe ID | Primer name | Forward primer | Reverse primer |
| BGIBMGA012864 | sw22599 | PGRP-S3 | ACTATTCCTTCCCCTTCG | ATGGGCACTGGACTGACT |
| BGIBMGA012865 | sw17703 | PGRP-S4 | GACAGCGTCATCACCCCT | TCTCTCACAGTTTGCCCG |
| BGIBMGA011609 | sw10605 | β-GRP2 | TCAGCGGCAGAATCACATCA | CGCACGCTATCTTCACTACGC |
| BGIBMGA001590 | sw01191 | OTC | ATTACGACCTCGCTTGTGACG | TTCATGGTCAGAGCGATCCTT |
| BGIBMGA004735 | sw22015 | SPN12 | TCTCGCTGTAACATCCGTGC | TGGAAAGTCCTCTTCACCTCAG |
| BGIBMGA006623 | sw22902 | CTL 11 | CCACAGAGGAGATACACAAGTTCA | CGTAATGTGCAACCAGCCTT |
| BGIBMGA014360 | sw04645 | DEP | ATGAAGGTGTACGCGTGCTTGT | TCCGTCCTCGAGCGAGAAAGTC |
| BGIBMGA010938 | [sw19962](http://silkworm.swu.edu.cn/microarray/Bmarray.php?search=yes&range=sw19962) | ADC | GAACTTACAGAGTCGGTTTGGTCA | AGCCATAGACCAGACTGAACAAGT |
| BGIBMGA008824 | sw18399 | ALP | CGCATCACGACAACTACGC | ACGTGGGTGTGGTCAGCAGT |

# Supplementary material for: Genome-Wide Transcriptional Response of Silkworm (Bombyx mori) to Infection by the Microsporidian Nosema bombycis
**Source:** PLoS One. 2013 Dec 30;8(12):e84137. doi: 10.1371/journal.pone.0084137
**Supplement:** Table S6 — The number of differential expression genes in basic metabolism pathways.

# The number of up-regulated genes involved in metabolism pathways

* The number of down-regulated genes involved in metabolism pathways

# Supplementary material for: Genome-Wide Transcriptional Response of Silkworm (Bombyx mori) to Infection by the Microsporidian Nosema bombycis
**Source:** PLoS One. 2013 Dec 30;8(12):e84137. doi: 10.1371/journal.pone.0084137
**Supplement:** Table S7 — Gene specific primers for real-time quantitative PCR in Toll and JAK/STAT pathways in silkworm.

| **Table S7** | | | | |
| --- | --- | --- | --- | --- |
| **Gene specific primers for real-time quantitative PCR in Toll and JAK/STAT pathways in silkworm** | | | | |
| Gene ID | Probe ID | Primer name | Forward primer | Reverse primer |
| BGIBMGA002397 | sw08256 | Spz1 | AGGATTCGCCTCACAGTCAC | ATTTTCAGTTCGGGATGCTT |
| BGIBMGA002869 | sw05796 | Myd88 | TAATAGACTCGGAGGAATG | CGATACTAATAGCCTGTGC |
| BGIBMGA002494 | sw20628 | Tube | ATTCTATTGATGGACCGACGC | CTCCATTTACTTCAATCGGCTT |
| BGIBMGA000063 | sw07930 | Pelle | AATAAAAGAGAAGGCTCGTCA | TGTGTAGGAGTCTATGGAACC |
| BGIBMGA011037 | sw08028 | Toll-1 | CACTTCGGCTGGACTCTGATG | AATCAACAAGACCTGGAACGG |
| BGIBMGA008840 | sw11928 | Toll-9 | CGTTGCGATGCCTGATGAC | TCTCCTGAAATTCCGCCCTA |
| BGIBMGA011082 | sw05360 | Toll-10 | CGGTTTGTCAAGTTTACGC | GGAGGCAAGGCAGTTAGAG |
| BGIBMGA011025 | sw09777 | Toll-11 | TACCATTCACCCGTCTATC | TATCTGGCATAACGAATCTAA |
| BGIBMGA005642 | sw14077 | Dome | TTACACTGGCATTGAACACC | TGAATCACTAAGCACATCGG |
| BGIBMGA001739 | sw15699 | STAT1 | TGAGGCATTGTTTGGCGT | CTCCTGGGGGGCGTGACT |
| BGIBMGA004082 | sw00739 | Hop | TGTGGCAAAACGGCAGTGAGA | CAGGATGGTGCGGATGAAAAG |

# Supplementary material for: Genome-Wide Transcriptional Response of Silkworm (Bombyx mori) to Infection by the Microsporidian Nosema bombycis
**Source:** PLoS One. 2013 Dec 30;8(12):e84137. doi: 10.1371/journal.pone.0084137
**Supplement:** Table S8 — Genes related to N. bombycis induced silkworm cellular immune response.

| **Table S8** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Genes related to *N.bombycis* induced silkworm cellular immune response** | | | | | | |
| **Name** | **Probe ID** | **Gene ID** | **Ratio** | | | |
| **2d** | **4d** | **6d** | **8d** |
| BmCTL4 | sw03832 | BGIBMGA005948-TA | 1.6231 | 1 | 0.035467 | 0.022 |
| BmCTL5 | sw15689 | BGIBMGA005977-TA | 1.609567 | 0.7849 | 1.685067 | 0.1088 |
| BmCTL7 | sw15509 | BGIBMGA003660-TA | 0.853733 | 0.582 | 0.104333 | 0.6766 |
| BmCTL9 | sw09190 | BGIBMGA012488-TA | 0.8105 | 0.8739 | 0.182767 | 0.4371 |
| BmCTL11 | sw22902 | BGIBMGA006623-TA | 0.926233 | 5.7761 | 10.74393 | 17.3349 |
| BmCTL15 | sw00143 | BGIBMGA002163-TA | 1.169967 | 1 | 0.0598 | 1 |
| BmCTL16 | sw07855 | BGIBMGA007553-TA | 1.679 | 0.6283 | 0.373167 | 0.0342 |
| BmCTL18 | sw08273 | BGIBMGA008247-TA | 1 | 1 | 1 | 0.0838 |
| CASP3 | sw22502 | BGIBMGA006131-TA | 1 | 3.582 | 5.102 | 3.3297 |
| CAT1 | sw03619 | BGIBMGA000701-TA | 0.991967 | 1.0664 | 2.416167 | 3.0291 |
| cSPH13 | sw22653 | BGIBMGA014436-TA | 1 | 1.2923 | 1 | 2.2868 |
| FREP3 | sw15340 | BGIBMGA012306-TA | 1 | 1 | 1 | 0.2904 |
| Hemolin | sw07814 | BGIBMGA008736-TA | 1 | 1 | 1 | 0.1777 |
| HPX4 | sw21485 | BGIBMGA000238-TA | 1 | 1.2747 | 9.771533 | 1.6673 |
| HPX5 | sw17863 | BGIBMGA000457-TA | 1 | 1.2931 | 12.09797 | 2.0996 |
| HPX7 | sw20228 | BGIBMGA005680-TA | 0.5807 | 1 | 0.043267 | 0.0378 |
| HPX13 | sw08597 | BGIBMGA012739-TA | 1.032067 | 1 | 0.074633 | 0.0374 |
| HPX14 | sw20315 | BGIBMGA012740-TA | 1 | 1.1397 | 4.9229 | 0.8779 |
| HPX17 | sw02487 | BGIBMGA014559-TA | 1.127467 | 1 | 0.130067 | 0.1167 |
| IG2 | sw02946 | BGIBMGA000622-TA | 0.917467 | 1.2491 | 2.3393 | 1.4761 |
| IG6 | sw20465 | BGIBMGA002409-TA | 1 | 1 | 1 | 0.1659 |
| IG8 | sw09094 | BGIBMGA004546-TA | 0.748133 | 1.0805 | 2.460633 | 1.4351 |
| IG9 | sw01099 | BGIBMGA004547-TA | 0.726933 | 0.8329 | 2.065967 | 1.4051 |
| IRP1 | sw04276 | BGIBMGA013991-TA | 1 | 4.1482 | 16.0263 | 0.5417 |
| IRP2 | sw04645 | BGIBMGA014360-TA | 1 | 3.9513 | 2.9837 | 11.555 |
| Jafrac | sw09911 | BGIBMGA002406-TA | 1.099967 | 0.9038 | 0.457067 | 1.2191 |
| LYS1 | sw00728 | BGIBMGA012264-TA | 1 | 1.3801 | 4.000133 | 2.8117 |
| LYS2 | sw13847 | BGIBMGA010439-TA | 2.191433 | 2.268 | 0.467667 | 2.1552 |
| LYS3 | sw01851 | BGIBMGA014001-TA | 0.929467 | 1.1003 | 1.4004 | 2.2158 |
| ML2 | sw00887 | BGIBMGA008221-TA | 0.773933 | 0.9873 | 0.5651 | 3.021 |
| NPC2 | sw11619 | BGIBMGA008405-TA | 1.056533 | 0.7419 | 0.285933 | 0.4671 |
| RIP1 | sw02310 | BGIBMGA005381-TA | 0.872933 | 0.8012 | 0.075667 | 1.1 |
| SOCS1 | sw07854 | BGIBMGA009204-TA | 1 | 1.5769 | 1 | 2.9789 |
| SOD3 | sw00814 | BGIBMGA002798-TA | 1 | 1.6085 | 1 | 0.1697 |
| SOD4 | sw14555 | BGIBMGA002907-TA | 0.8487 | 1.4703 | 3.593067 | 0.6047 |
| SCRASP4 | sw05844 | BGIBMGA003679-TA | 0.857967 | 1 | 0.09 | 0.235 |
| SCRB9 | sw22236 | BGIBMGA011408-TA | 1 | 1 | 1 | 2.2343 |

How the deposited data were processed for this re-analysis (not part of the article)

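RNA of larvae infected with N. bombycis was compared with RNA of control larvae on 12 two-colour oligonucleotide arrays, 3 for each of 2, 4, 6 and 8 dpi, with Cy5 for infected and Cy3 for control larvae on each array. The authors made the deposited intensities of 2 and 6 dpi by scanning each array and subtracting the background of each spot, in arbitrary units of fluorescence, for both channels. The intensities of 4 and 8 dpi had in addition been normalized by the authors, since their ratio equals the normalized ratio for 99.43 to 99.99% of probes, against 0.04435 to 0.2553% at 2 and 6 dpi. The authors adjusted the global means and normalized by Lowess to make the ratios in the array files, which are infected over control. The log2 values of the series table are, as deposited, the binary logarithm of these normalized ratios, apart from 2 dim probes left unlogged in its 4 and 8 dpi columns, which were left out of that alternative. The column names and the direction of the ratios were checked against the ratios in Tables S2 and S4.

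From these intensities, log2 ratios were computed with R 4.3.3 and limma 3.58.1 (data.table 1.17.8 for reading). Net signals under 1 were treated as missing and no offset was added. Normexp with an offset had been planned for intensities that still hold their background and was skipped, as that plan allowed, because the deposited ones had it subtracted. Each array was normalized by loess, for 4 and 8 dpi a 2nd time, so signals and the limit of 400 are on raw intensities at 2 and 6 dpi and on normalized ones at 4 and 8 dpi. Control spots had weight 0, and spots of one probe were averaged. A single limma fit (lmFit, eBayes) with one coefficient per time point used the 12 arrays together. Arrays of 3 replicates per time point leave 8 residual degrees of freedom. Each coefficient was tested against 0 with limma's moderated test, and every adjusted p is from limma with the Benjamini-Hochberg method over the probes tested at that time point, unless camera or another method is named. Contrasts between time points came from the same fit, over probes tested at either time point, and were called at an adjusted p under 0.05 and a log2 difference of at least 1. Of 23126 probes, 7409, 6593, 7348 and 7082 had a mean net signal over 400 in at least one channel at 2, 4, 6 and 8 dpi. The median net signal of an array was 110 to 142 in Cy5 and 164 to 186 in Cy3 at 2 dpi, 117.2 to 121.3 and 118.5 to 122.7 at 4 dpi, 75 to 135 and 160 to 199 at 6 dpi, and 112 to 117.5 and 118.2 to 128.2 at 8 dpi. The calls were tested on simulated data with the spread of each probe pooled over the 12 arrays, so a wider spread at one time point is not in them. Of 50 probes changed by a log2 ratio of 1, 92, 96, 92 and 94% were past the adjusted p at the 4 time points and 46, 48, 50 and 44% were called, and of 50 changed by 2, at least 98% were called. Of the unchanged probes 3, 1, 1 and 1 were called.

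Gene lists were tested with camera (cameraPR, preset correlation 0.01, smallest list 3 tested probes), adjusted over the lists of a time point. Lists came from Tables S4, S5, S7, S8 and S9 and from the annotation text by keyword: cuticular proteins, chitin turnover, digestive proteases of the midgut, fat body storage and 30K proteins, silk proteins, muscle proteins, haemocyte genes, cytosolic and mitochondrial ribosomal proteins, proteasome, DNA replication and cell cycle, heat shock proteins, cytochrome P450, glutathione S-transferases, UDP-glycosyltransferases, transposable elements, ecdysone metabolism and response, and serine protease inhibitors. The lists, the comparisons and their tests, the named-gene rule and the settings to vary were fixed before the data were examined, apart from the Imd pathway probes (Bmrelish1, TAK1-like), which were picked after their values had been seen, the additions named in the next paragraph and some tests of explanations, named where they are given. The rule names every gene that the paper names in its text or lists in Tables S1, S4, S7 and S8 (values in the paper's tables count as seen), called members of the lists, for each time point the 10 probes with the largest rise and the 10 with the largest fall among those called whose 3 arrays go the same way, and for keyword lists up to 4 called members with the largest change per time point. Probes without an annotation were counted and not named.

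Set beside the reported fit were median centring in place of loess, the authors' normalized ratios and series table, other filters on dim probes, each time point fitted alone, the replicate number as a block, array weights, the first spot of a probe, leaving out each array in turn, a SAM-type statistic, an unadjusted p, a one-sample test per probe, other fold thresholds, treat, and for lists an estimated correlation, fry and one probe per gene. An offset of 50, separate fits by kind of file, the list of cuticular proteins by symbol and the comparison of channel levels between time points were added after the data were seen. The RT-qPCR, survival, plasma and RT-PCR results of the paper were not analysed here. Results of a few single genes are not reported here. Table S2 was held in part (1996 of 2931 rows), so genes beyond those could not be set beside it.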

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

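The tests of separate processing, of a dye bias, of a smaller share of epidermis, of the moult phase at 6 dpi and of the pooled spread, and the list of cuticular proteins by symbol, were chosen after the results they bear on had been seen.

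Calls at 8 dpi went with changes of the control larvae since 4 dpi, and calls at 6 dpi did not go one way. Of the 1777 probes called at 8 dpi, 852 had a control level that moved since 4 dpi and an infected level that did not. That was 4.733 times as many as the other way round (180). Infected larvae held at an earlier developmental stage than their controls are therefore a candidate explanation for 8 dpi. Separate processing by kind of file is argued against there, because the files of 4 and 8 dpi are of one kind. A dye bias that is the same on every array cancels between time points. Alone it cannot give the 2352 probes that differed between 8 and 6 dpi, files of 2 kinds, or the 1768 between 8 and 4 dpi, files of one kind. For the calls shared by 6 and 8 dpi (251 higher and 219 lower) such a dye bias stays open. At 6 dpi the comparison of control and infected levels depended on the earlier time point. It gave 764 against 103 probes since 4 dpi. Between files of one kind it gave 52 against 898 since 2 dpi, where it was the infected level that moved. Separate processing of the 2 and 6 dpi files and the 4 and 8 dpi files stays open for the calls at 6 dpi, since the kind of file goes with the time point and the channels went opposite ways: the infected channel at 6 dpi had a Spearman correlation of 0.929 with 4 dpi and 0.7724 with 2 dpi (difference 0.157), the control channel 0.829 and 0.9188, and ratios of one kind of file had a mean correlation of 0.2177 (2 with 6 dpi) and 0.2508 (4 with 8 dpi), against 0.248 (4 with 6 dpi), 0.2303 (6 with 8 dpi), 0.03453 (2 with 4 dpi) and -0.05021 (2 with 8 dpi). A control RNA labelled 6 dpi but taken from an earlier stage stays open too, as does a response to the parasite.

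Cuticular protein genes, grouped by symbol (BmorCP, 240 probes), stood out in data that the paper does not discuss, with 34 probes called at 2 dpi (31 higher), 90 at 6 dpi (58 higher) and 161 at 8 dpi (147 lower). A smaller share of epidermis in infected larvae at both time points would lower them at 6 and 8 dpi alike, and 44.62% of the tested probes were higher at 6 dpi. Since the time points used separate larvae, a smaller share at 8 dpi alone stays open. For the fall at 8 dpi, controls at another phase of the moult cycle are a candidate explanation, since 83.67% of the probes lower at 8 dpi (123 of 147) had a control level that rose since 4 dpi, by a median log2 of 3.328 over the 147, against -0.2504 in infected larvae. For the 58 probes higher at 6 dpi this stays open, because since 4 dpi the control level fell for 56 and the infected level rose for 0, while since 2 dpi the control fell for 1 and the infected level rose for 53 (median log2 3.682). Whether the parasite acts on the moult itself was not tested.

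More probes were called higher than lower at 2 dpi, 155 against 37, and without 2 dpi replicate 3 it was 192 against 96. A dim control channel as the whole cause is argued against by the 3.19 times as many higher as lower calls with both channels over 400. A spread between arrays pooled over time points is argued against as the whole cause by the 3.35 times as many higher as lower by the fold of the mean alone and by the one-sample test per probe (47 higher and 20 lower, unadjusted), although the time point fitted alone gave 6 higher and 5 lower. A dye bias that is the same on every array is argued against by the 74 of 105 probes higher at 2 dpi that were lower at 8 dpi, where 6 were higher. A scaling of the arrays stays open, and median centring made the excess larger (386 higher and 19 lower), so it may depend on the scaling.

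Probes whose ratio differed between time points, by limma's contrast, numbered 482 for 4 against 2 dpi, 1618 for 6 against 2 dpi, 2136 for 8 against 2 dpi, 1500 for 6 against 4 dpi, 1768 for 8 against 4 dpi and 2352 for 8 against 6 dpi. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split was the 1 with as many calls for each pair, and the highest count of another split was 11 for 6 against 2 dpi and 0 for the other 5 pairs. For the calls within a time point, 4 sign patterns of the 3 ratios are too few as well, with 192, 216, 1576 and 1777 calls for the real pattern and at most 5, 0, 0 and 2 for another.

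Some named genes were called in opposite directions at different time points, and the difference in their log2 ratio passed limma's contrast. Smaller at the later time point were Cecropin D1 (BGIBMGA000017, 6 against 2 dpi, -2.636 ± 0.14, adjusted p = 4.2e-06), transcription factor ets (sw11166, 8 against 4 dpi, -2.764 ± 0.22, adjusted p = 1.2e-06), 1-acylglycerol-3-phosphate O-acyltransferase (sw12087, 8 against 6 dpi, -2.17 ± 0.16, adjusted p = 4.6e-07), the lysozyme BmLYS1 of Table S9 (sw13847, 6 against 4 dpi, -2.402 ± 0.19, adjusted p = 2.0e-06), the JHBP sw14879 (8 against 6 dpi, -6.487 ± 0.21, adjusted p = 1.4e-09), Moricin (sw15815, 6 against 4 dpi, -4.613 ± 0.26, adjusted p = 2.0e-07), BmSpz2 (sw16610, 8 against 2 dpi, -4.458 ± 0.31, adjusted p = 3.1e-07), Attacin (sw17805, 6 against 2 dpi, -3.673 ± 0.15, adjusted p = 2.0e-08), flavin-containing monooxygenase (sw18680, 6 against 2 dpi, -5.19 ± 0.46, adjusted p = 4.3e-06), BmDD (sw20014, 8 against 6 dpi, -2.102 ± 0.13, adjusted p = 1.4e-07), the JHBP sw20455 (6 against 4 dpi, -3.761 ± 0.15, adjusted p = 2.4e-08) and glutamate-ammonia ligase (sw21168, 8 against 6 dpi, -3.158 ± 0.20, adjusted p = 1.7e-07). Larger were ML2 (sw00887, 8 against 6 dpi, 2.552 ± 0.19, adjusted p = 5.9e-07), ribose-phosphate diphosphokinase (sw04154, 8 against 4 dpi, 4.421 ± 0.28, adjusted p = 2.2e-07), IMP cyclohydrolase (sw18903, 8 against 6 dpi, 2.431 ± 0.20, adjusted p = 1.1e-06) and BmSPN8 (sw19598, 8 against 6 dpi, 3.731 ± 0.28, adjusted p = 5.8e-07). Where one channel was dim, as for Cecropin D1, ribose-phosphate diphosphokinase, ets, BmSpz2, flavin-containing monooxygenase, BmDD and glutamate-ammonia ligase, the size of the difference rests on fitted values and only its direction is given weight. Some calls behind these opposite directions are lost in other settings. With 2 dpi fitted alone, the calls at 2 dpi of Cecropin D1, BmSpz2 and flavin-containing monooxygenase are lost. At 6 dpi, the authors' normalized ratio ends those of ML2 and of 1-acylglycerol-3-phosphate O-acyltransferase (log2 ratio 0.68), and median centring ends those of ML2, BmLYS1, IMP cyclohydrolase and BmSPN8. An offset of 50 ends the calls of ML2, 1-acylglycerol-3-phosphate O-acyltransferase and BmDD at 6 dpi, of BmDD and IMP cyclohydrolase at 8 dpi and of BmSpz2 at 2 dpi.

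Keyword lists from the annotation, which the paper does not test as groups (it does discuss serpins, part of the serine protease inhibitors), shifted by camera, and none passed with an estimated correlation. At 2 dpi fat body storage and 30K proteins were shifted downward (adjusted p = 5.722e-05, and 0.6949 with an estimated correlation), heat shock proteins upward (0.03074 and 0.7946) and the proteasome downward (0.04905 and 0.6949), and under median centring the proteasome list turned direction without a shift that passed. At 4 dpi cytochrome P450 genes (0.005167 and 0.1759) and serine protease inhibitors (0.04945 and 0.4068) were shifted upward, and mitochondrial ribosomal proteins (0.005167 and 0.5369), digestive proteases of the midgut (0.03001 and 0.5888) and fat body storage and 30K proteins (0.03001 and 0.3813) downward. At 6 dpi cytosolic ribosomal proteins were shifted upward (0.0008494 and 0.3852) and the proteasome downward (0.0008494 and 0.3852). At 8 dpi mitochondrial ribosomal proteins (0.0001765 and 0.3383) and cuticular proteins by keyword (0.008499 and 0.2816) were shifted downward, and muscle proteins (0.01408 and 0.4226) and digestive proteases (0.01541 and 0.4788) upward.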

How the results depend on the processing

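The offset of 50 and the separate fits by kind of file were chosen after the data had been seen, and the other alternatives were planned. For ratios of named genes, 8970 values kept direction and side of the threshold, 68 passed it newly, 104 no longer passed it and none reversed. Leaving out each array in turn kept 10165, with 24 newly past and 53 no longer past. Counts stayed within 1.5 times the reported one in 188 comparisons and moved further in 55. Unless said otherwise, the cause was not tested.

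Fitting 2 and 6 dpi apart from 4 and 8 dpi gave 138, 219, 1571 and 1783 calls at 2, 4, 6 and 8 dpi, 1568 differences for 6 against 2 dpi and 1803 for 8 against 4 dpi. At 4 and 8 dpi the intensities had been normalized before, so median centring in place of loess tests little there. It gave 405 calls at 2 dpi (386 higher), 10 probes with the same direction at all 4 time points, 968 differences for 4 against 2 dpi and a correlation of 0.983 with the paper's tables, and turned the direction of the proteasome list at 2 dpi (adjusted p = 0.9477) and of the means of cluster 15 (0.2922) and cluster 20 (0.05224) at 2 dpi and cluster 28 at 6 dpi (-0.06288). With no filter on dim probes, which tests more probes, calls were 494, 411, 3102 and 3086 at 2, 4, 6 and 8 dpi, and differences 3564 (8 against 2 dpi), 2382 (6 against 4), 2669 (8 against 4) and 3779 (8 against 6). With a mean over 400 in both channels, which tests fewer and leaves out dim probes by construction, calls were 113, 123, 824 and 904, differences 958 (6 against 4), 1148 (8 against 4) and 1430 (8 against 6), list shifts 25 of 43, and both the dim probes and the probes with one direction throughout 0. Over 400 on every array gave 2 of the latter (4 as reported), array weights 2, the offset of 50 also 2 (and a correlation of 0.9825 with the paper's tables), and each time point fitted alone 1, with 11 calls at 2 dpi (6 higher and 5 lower) from 2 residual degrees of freedom. The SAM-type statistic gave 64 calls at 2 dpi and 2 probes with one direction throughout, the one-sample test 67 and 2 unadjusted and 0 and 0 adjusted (1 call at 4 dpi), and treat 26, 66 and 955 calls at 2, 4 and 6 dpi and 0 throughout. Without a fold threshold calls were 671, 1981, 4766 and 4554, with 52 throughout and 2487 dim probes against 1559. Of 43 list shifts, 0 passed with an estimated correlation, while fry called 142 and turned the direction of the immune list for this parasite at 8 dpi (adjusted p = 0.001828), N-glycan biosynthesis at 6 dpi (0.007026) and the RT-qPCR list at 4 dpi (0.004304).

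Without one array, calls ranged from 128 (without 2 dpi replicate 2) to 288 (without 2 dpi replicate 3) at 2 dpi, 216 to 224 at 4 dpi, 1543 to 1621 at 6 dpi and 1720 to 1826 at 8 dpi. Differences ranged from 405 to 608 (4 against 2 dpi), 1538 to 1655 (6 against 2), 2083 to 2258 (8 against 2), 1464 to 1539 (6 against 4), 1702 to 1783 (8 against 4) and 2277 to 2386 (8 against 6). Dim probes ranged from 1524 to 1672, list shifts from 38 to 51, probes with one direction throughout from 3 to 4, the correlation with the paper's tables from 0.9877 to 0.9938 (0.9911 as reported) and the difference in array correlation within and between kinds of file from 0.08581 to 0.1498. With the replicate number as a replicate block, which the 18 same-numbered pairs of arrays (r from -0.4545 to 0.2073) do not bear out as a pairing, calls were 184, 215, 1574 and 1776. Foreground intensities without background subtraction and spots by the file's flags were not analysed here, nor was a slide or scan date as a block. Plain subtraction is the reported value. Probes with mean net signals at or below 400 in both channels, all but 6593 to 7409 of 23126, were not tested, so changes in weakly expressed genes are missed.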

Differences from the paper's values

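Each alternative in this part was planned before the data were examined. At 2 dpi 155 probes were higher here and 55 in the paper. Of 29 alternatives, the SAM-type statistic with sign changes and the unadjusted one-sample test per probe fell within 1.5 times the paper's value, and the others did not (range 0 to 396). At 2 dpi 37 probes were lower here and 9 in the paper, and none of 29 alternatives came within 1.5 times (range 0 to 275). The thresholds were the paper's (FDR under 5%, fold of at least 2), with limma in place of SAM. For BmCTL4 (sw03832) at 6 dpi the ratio was 0.022342 here (SD 0.007269) and 0.035467 in the paper's table. Median centring, the authors' normalized ratio, their series table and leaving out 6 dpi replicate 2 fell within the spread or 1.5 times of it, and the other 17 of 21 alternatives did not. Without 6 dpi replicate 1 the infected channel is dim on both arrays left, and only a bound remains. Of 246 ratios set beside Tables S4 and S8, 245 were within the spread or 1.5 times, and none of 50 lower bounds exceeded the paper's fold by over 1.5 times.

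The paper states that no long-type PGRP changed, and PGRP-L1 (sw09651) was lower at 6 dpi here (-1.28 ± 0.14, adjusted p = 8.3e-06), short of the fold of 2 under median centring (-0.56). Tables S2 and S9 of the paper also give it as lower at 6 dpi, so the difference is from the paper's text and not from its tables. JHBP sw20455 is described as down-regulated throughout, and here it was higher at 4 dpi (1.26 ± 0.11, adjusted p = 1.1e-05) and lower at 6 and 8 dpi. The paper describes JH metabolism genes as mainly down-regulated, JHE among them, and of the 4 probes tested here 3 were higher at a time point and 1 lower. These 4 leave out JHE, whose dim net signals were lower in infected larvae at 2, 6 and 8 dpi and higher at 4 dpi. Of the 3 higher probes, JHDK sw11688 was called at 2 dpi alone, and not with that time point fitted alone (adjusted p = 0.076 from limma). β-GRP4 (sw20413) is described as higher at each time point, and at 2 dpi it was not called here (0.44). SPN25 (sw16035) is described as up-regulated, and at 8 dpi it stayed under the fold of 2 here (0.93). SPN8 (sw19598) is not among the serpins that the paper gives as increased, and it was higher at 8 dpi here (2.46) and lower at 6 dpi. Changes that the paper states for AS sw01578, JHE, Toll 10, CLIP7, CLIP15, SPN3 and SCRB9 were not tested here, since both channels of these probes had mean net signals at or below 400.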

Other observations

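The comparison of channel levels between time points was chosen after the data had been seen, and the other values in this part were planned. Ratios of infected over control larvae changed for fat body and gut genes that the paper does not discuss. The storage protein Sp1 (sw12337) was lower at 6 dpi (-5.70 ± 0.45, adjusted p = 6.3e-07) and 8 dpi (-2.97), and an arylphorin gene (sw06703) at 6 dpi (-5.10), while apolipophorin (sw13143) was higher at 8 dpi (3.57). Chymotrypsinogen (sw03707) was higher at 8 dpi (3.97 ± 0.19, adjusted p = 6.4e-09), and trypsin-like sw19432 went from 1.48 at 2 dpi, where 1 of the 3 arrays went the other way, to -3.38 at 6 dpi. Its mean net signal rose from 7202 to 73714 in controls between these time points and fell from 26099 to 9934 in infected larvae. In the digestive list, sw07559 (-4.34 at 6 dpi) is annotated as a molting fluid carboxypeptidase A and not as a gut enzyme. P450 genes were higher for 1 of 26 at 2 dpi and 3 of 28 at 4 dpi, and higher and lower for 16 and 7 of 38 at 6 dpi, and 9 and 5 of 35 at 8 dpi, with Cyp6ae (sw20316) higher at 4 dpi (1.15) and 8 dpi (4.47 ± 0.17, adjusted p = 1.1e-09). Mitochondrial ribosomal protein genes were lower for 8 of 33 at 8 dpi, L39 (sw16424) at -1.31 among them. Cytosolic ribosomal protein genes were higher for 3 of 82 at 6 dpi and 1 of 79 at 8 dpi. Counts are from limma and were equal when adjusted over each list alone, except digestive proteases at 2 dpi (3 higher in place of 2) and 4 dpi (10 lower in place of 9) and storage proteins at 2 dpi (6 lower in place of 4).

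Cuticular proteins by keyword were 4 higher and 4 lower of 11 at 6 dpi and 1 and 11 of 15 at 8 dpi, a larval cuticle protein (sw10848) at -6.06. Chitin turnover genes were 2 higher and 7 lower of 16 at 6 dpi and 3 and 6 of 13 at 8 dpi, with a chitinase (sw17365) at -4.78 at 6 dpi. Ecdysone genes were 6 higher and 5 lower of 17 at 6 dpi and 4 and 6 of 16 at 8 dpi, with 3-dehydroecdysone 3alpha-reductase (sw22644) at 2.31 at 6 dpi. Muscle genes were 4 higher and 2 lower of 29 at 6 dpi and 5 and 1 of 24 at 8 dpi, muscle LIM protein (sw21952) at 1.89. Heat shock genes were 1 higher of 20 at 2 dpi (Hsp23.7, sw13175, 2.12) and 3 higher and 1 lower of 16 at 8 dpi. At 4 dpi Hsp70 (sw22585) was higher (1.03). At 6 dpi hsp20.8 (sw11937, -4.84) and Hsp20.4 (sw18670, at least 1.02-fold) were lower and Hsp23.7 higher (1.21). The DNA replication list was 1 higher and 5 lower of 30 at 6 dpi. Its lower members there include sw22031, sw17530 and sw19136, annotated as RNA-directed DNA polymerases (reverse transcriptases) and not as replication genes. The higher one was a gene like the replication complex protein PSF2 (sw13868, 1.28). At 8 dpi 5 of 29 were higher, with PCNA (sw00966) at 1.70. Proteasome genes were 1 higher and 2 lower of 30 at 6 dpi, the higher one (sw18578) annotated as a mitotic cyclin. Serine protease inhibitors were 3 higher and 8 lower of 18 at 6 dpi and 2 and 7 of 15 at 8 dpi. Glutathione S-transferases were 4 higher and 4 lower of 16 at 6 dpi, and UDP-glycosyltransferases 3 and 1 of 5. Transposable elements were 19 higher and 18 lower of 125 at 6 dpi and 15 and 14 of 113 at 8 dpi. Silk genes were 2 higher and 1 lower of 4 at 8 dpi, and probes annotated as P25 went both ways. Those annotated as fibroin P25 of Bombyx mandarina were higher, sw12944 at 3.50 and sw03556 at least 1.17-fold. The probe annotated as P25 of Bombyx mori (sw13991) was at least 16.4-fold lower (adjusted p = 5.3e-09 from limma). Dome (sw14077) and Hop (sw00739) of the JAK/STAT pathway stayed dim in both channels.

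Across 5474 probes the log2 ratios had a Spearman correlation between arrays of 0.853 to 0.936 within 6 dpi, 0.873 to 0.919 within 8 dpi and 0.715 to 0.792 within 4 dpi. Within 2 dpi it was only 0.212 to 0.347, so the 3 arrays of that time point resembled each other least. The infected channel correlated at 0.9423 between 6 and 8 dpi, and the control channel at 0.7787. The first 3 principal components of the ratios held 52.06, 27.44 and 9.002% of the variance.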
